# High-throughput, quantitative assessment of the effects of low-dose silica nanoparticles on lung cells: grasping complex toxicity with a great depth of field

**DOI:** 10.1186/s12864-015-1521-5

**Published:** 2015-04-18

**Authors:** Cédric Pisani, Jean-Charles Gaillard, Virginie Nouvel, Michaël Odorico, Jean Armengaud, Odette Prat

**Keywords:** Transcriptomics, Proteomics, Toxicogenomics, Nanoparticles, Silica, Cytotoxicity, Adverse outcome pathways, Cellular impedance

## Abstract

**Background:**

The toxicity of manufactured fumed silica nanoparticles (NPs) remains poorly investigated compared to that of crystalline silica NPs, which have been associated with lung diseases after inhalation. Amorphous silica NPs are a raw material for manufactured nanocomposites, such as cosmetics, foods, and drugs, raising concerns about their potential toxicity.

**Results:**

The size of the NPs was determined by dynamic light scattering and their shape was visualized by atomic force microscopy (10 ± 4 nm). The pertinent toxicological concentration and dynamic ranges were determined using viability tests and cellular impedance. We combined transcriptomics and proteomics to assess the cellular and molecular effects of fumed silica in A549 human alveolar epithelial cells. The “no observed transcriptomic adverse effect level” (NOTEL) was set to 1.0 μg/cm^2^, and the “lowest observed adverse transcriptional effect level” (LOTEL) was set at 1.5 μg/cm^2^. We carried out genome-wide expression profiles with microarrays and identified, by shotgun proteomics, the exoproteome changes in lung cells after exposure to NP doses (0.1, 1.0, 1.5, 3.0, and 6.0 μg/cm^2^) at two time points (24 h and 72 h). The data revealed a hierarchical, dose-dependent cellular response to silica NPs. At 1.5 μg/cm^2^, the Rho signaling cascade, actin cytoskeleton remodeling, and clathrin-mediated endocytosis were induced. At 3.0 μg/cm^2^, many inflammatory mediators were upregulated and the coagulation system pathway was triggered. Lastly, at 6.0 μg/cm^2^, oxidative stress was initiated. The proteins identified in the extracellular compartment were consistent with these findings.

**Conclusions:**

The alliance of two high-throughput technologies allowed the quantitative assessment of the cellular effects and molecular consequences of exposure of lung cells to low doses of NPs. These results were obtained using a pathway-driven analysis instead of isolated genes. As in photography, toxicogenomics allows, at the same time, the visualization of a wide spectrum of biological responses and a “zoom in” to the details with a great depth of field. This study illustrates how such an approach based on human cell culture models is a valuable predictive screening tool to evaluate the toxicity of many potentially harmful emerging substances, alone or in mixtures, in the framework of future regulatory reinforcements.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1521-5) contains supplementary material, which is available to authorized users.

## Background

With the growing commercialization of nanotechnology products, human exposure to manufactured nanoparticles (NPs) is increasing, raising concerns about their potential toxicity. Synthetic, amorphous silica NPs are a raw material for the manufacture of many nanocomposites, such as cosmetics, foods, drugs, and printing ink additives, on a large industrial scale [1]. The toxicity of crystalline silica, the inhalation of which is involved in many lung diseases, such as silicosis, lung cancer, chronic obstructive pulmonary diseases, and pulmonary tuberculosis, has been widely studied [1,2]. However, few studies have been performed on amorphous silica, because it exists in many diverse forms of natural or synthetic origin [3,4]. Industrial processes use synthetic amorphous silica nanoparticles for the easy control of size, shape and physical properties. Fumed (or pyrogenic) silica is prepared by the oxidation of silicon tetrachloride at elevated temperature, leading to a very low bulk density and high specific surface area nanopowder (200 m^2^/g for AEROSIL® 200 NPs). Fumed silica is used extensively as strengthening filler and thickening agent in a wide variety of products, such as foodstuffs, paints, printing inks (toners) and adhesives. It also serves as a desiccant and is frequently added to cosmetics and toothpastes due to its respective light-diffusing and mild-abrasive properties. Along with applications in polyester, silicone, paints, and coatings, hydrophilic fumed silica AEROSIL® products are used with increasing success in high-technology fields such as electronics and optical fiber industries. Fumed silica poses an inhalation risk due to its extremely fine structure and the workers synthesizing or using it may be the first population exposed.

Some *in vivo* toxicological studies have been carried out with AEROSIL products. Reuzel *et al.* showed that AEROSIL® 200 (30 mg/m^3^) led to a clear dose–response relationship and to the accumulation of alveolar macrophages [5]. Of the amorphous silicas examined, AEROSIL® 200 induced the most severe changes in the lungs of rats, which only partly recovered. Previous *in vitro* studies also showed that amorphous silica nanoparticles were toxic to lung cells [4,6,7].

While *in vivo* toxicity assays in animals remain the gold-standard methodology for evaluating the toxicity of a compound, the existence of a growing number of manufactured products mandates an urgent requirement for alternative assays based on high-throughput, cell-based methodologies. Toxicogenomics, including in its broader scope transcriptomics and proteomics, is a promising tool not only for monitoring the toxicity of substances using human cell line assays but also for investigating and documenting the modes of action of unknown chemicals [8-12]. In this domain, Lobenhofer [13] developed a new concept that could potentially be a new, sensitive, and informative parameter to be systematically documented for risk assessment and comparison [14]. This parameter is the highest concentration of a given chemical for which no effect on the transcriptome is observed and is named the “no observed transcriptional effect level” (NOTEL). Proteomics has, in addition, been proposed as a complementary approach to study the cellular response to toxicants [15]. Specifically, the analysis of human cell line secretomes appears to be a promising source of biomarkers documenting their physiological state in response to chemicals [16].

Here, we have focused on the cellular effects induced by fumed silica NPs (AEROSIL® 200 NPs) in A549 lung epithelial cells. For this, we established the transcriptomic dose–response curve over a range of silica concentrations and accurately determined the NOTEL threshold using commercial human 4x44k Gene Expression Microarrays. We also performed, by high-resolution shotgun proteomics, an analysis of the secretome of A549 cells after exposure. This new strategy allowed the highlighting, in a dose-dependent manner, of the significant cellular and molecular modifications triggered by the exposure to fumed silica NPs.

## Results

### Characterization of silica NPs

The silica NPs were first characterized in terms of aggregation and size. In DMEM/F12 culture medium comprising 10% fetal bovine serum (FBS), the average hydrodynamic diameter of the NPs was 10 ± 4 nm, as measured by dynamic light scattering (DLS). This value is close to the value provided by the manufacturer (12 nm). NPs in serum-free medium were in an agglomerated form with a mean size, evaluated by DLS, close to 350 nm (±8 nm). Atomic Force Microscopy (AFM) showed disperse disks with diameter 10 ± 5 nm and thickness 2 ± 0.3 nm (Figure 1A) and confirmed the existence of size heterogeneity. Figure 1B shows a typical 160 ± 90 nm agglomerate, where individual base units are clearly visible.

**Figure 1:**
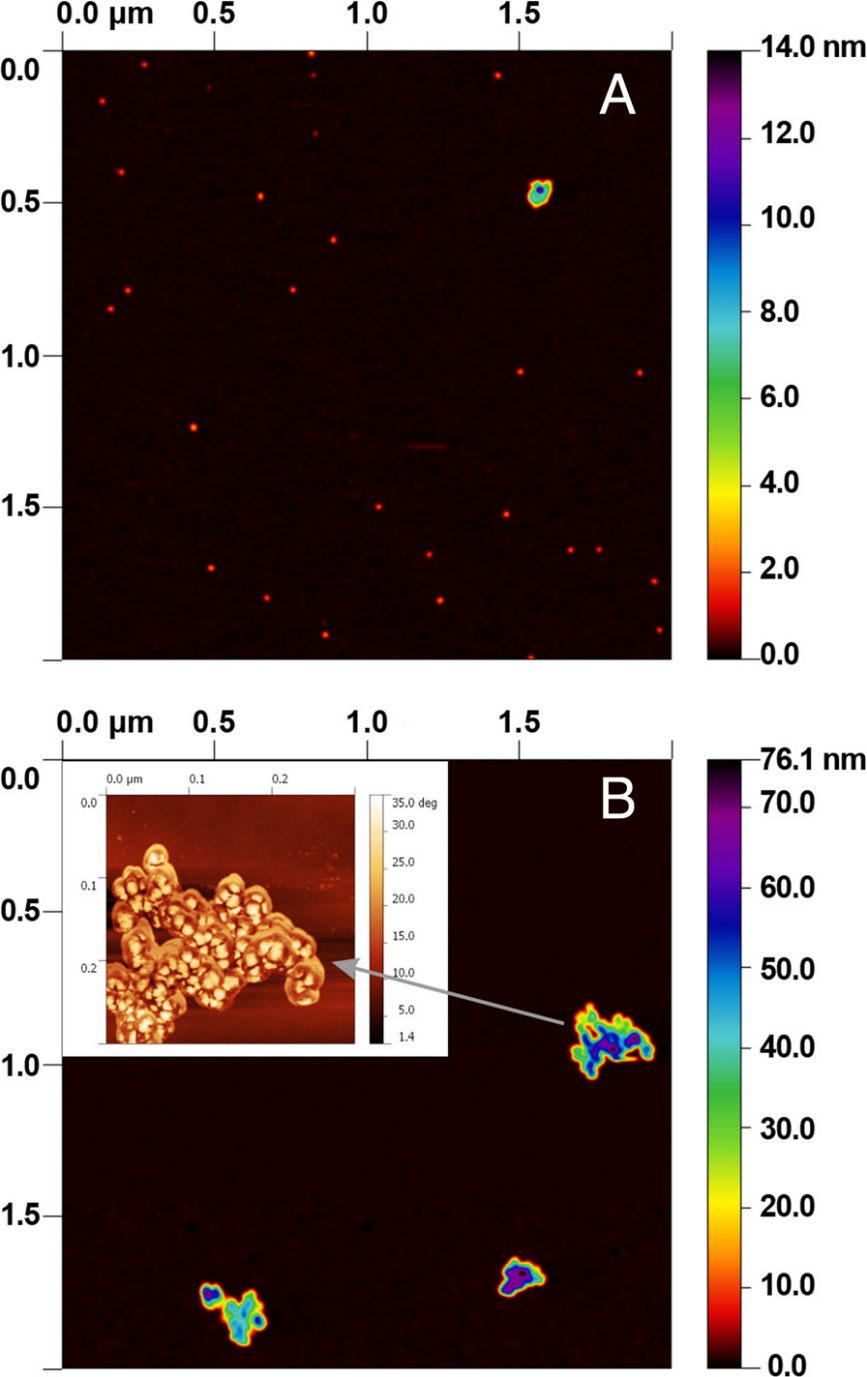
AFM characterization of fumed silica AEROSIL® 200 NPs. 5 μL of AEROSIL® 200 NPs suspension (10 μg/mL in water) were deposited on freshly cleaved mica then dried under vacuum. AFM imaging was recorded with a Multimode and Nanoscope V instrument (Veeco, Santa Barbara, CA, USA). The scale of false colors spectrum code ranges from 0 to maximum height (in nm) using Gwyddion software. **A)** AFM imaging shows average size of individual disperse disks with diameter 10 ± 5 nm and thickness 2 nm ± 0.3 nm. An agglomerate is observed in the upper right side. **B)** Details of AFM imaging of SiO_2_ NPs agglomerate in the same sample. The average size of agglomerates is 160 ± 90 nm. In the inset, a zoom of a SiO_2_ agglomerate, recorded with peak force phase, reveals details of individual members clustered in the agglomerate.

### Viability tests and real-time cellular impedance

We evaluated the cytotoxicity of SiO_2_ NPs in A549 human alveolar epithelial cells in serum-free medium. Two different toxicity assays, ATP (Cell Titer Glo, Promega) and XTT (TOX-2, Sigma), were carried out. These two assays comprised two different reporting systems – fluorescence and optical density, respectively – and were performed in parallel to identify potential bias due to possible interference from the nanoparticles. The ATP test based on the intracellular ATP content measurement is considered as a very sensitive viability test. The XTT test is based on the activity of succinate dehydrogenase, a mitochondrial enzyme. This test was chosen to avoid the more standard MTT test. Indeed, the formation of insoluble MTT formazan in this assay is often interlaced with NP fibers or agglomerates, thus inhibiting its solubilization by the solvent [17,18]. As shown in Figure 2, both the ATP and XTT tests produced similar dose–response curves over the concentration range tested, from 0.3 - 30.3 μg/cm^2^ of cell surface. AEROSIL® 200 NPs were cytotoxic from 3.0 - 30.3 μg/cm^2^. The no observed adverse effect level (NOAEL) for these NPs was estimated at 1.5 μg/cm^2^ and the lowest value for which an effect on cell viability was observed (LOAEL) was established at 3.0 μg/cm^2^ silica NPs (Figure 2).

**Figure 2:**
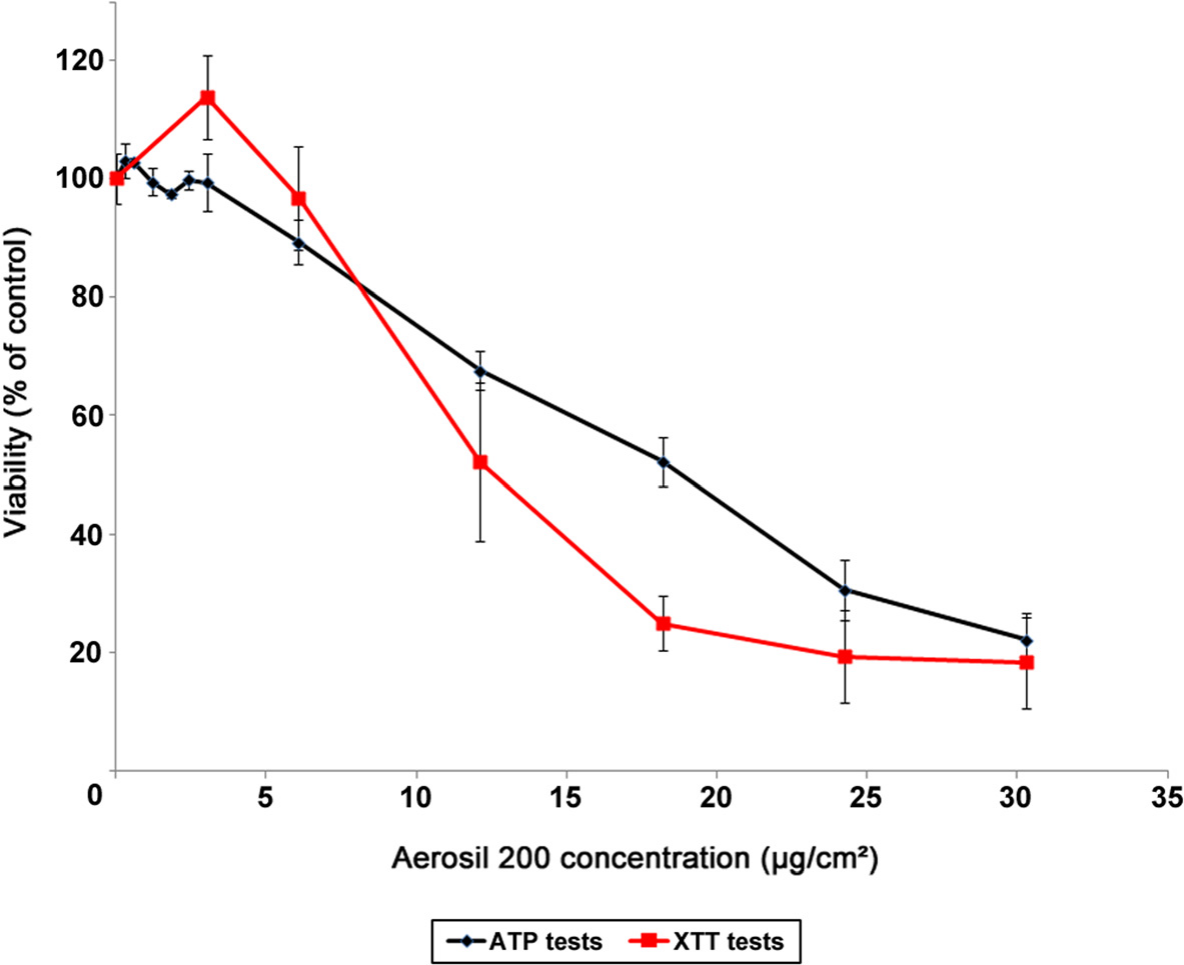
Cell viability of A549 cells exposed to fumed silica AEROSIL® 200 NPs. After 24 h exposure to silica AEROSIL® 200 NPs, the viability of A549 cells was determined using the ATP test (black line) (Cell Titer Glo, Promega) and the XTT test (red line) (TOX2, Sigma). The results are expressed as the mean percent viable cells ± SD (n = 3) compared with unexposed cells.

An xCELLigence RTCA instrument was used to carry out real-time cell monitoring after exposure to NPs (Figure 3). The highest concentrations (i.e. 25 and 50 μg/cm^2^) induced a drastic decrease in cell index (CI) compared with control cells. The lowest concentrations (1.5, 3.0, and 6.0 μg/cm^2^) indicated a biphasic CI evolution with an early increase, followed by a decrease up to the end of the experiment.

**Figure 3:**
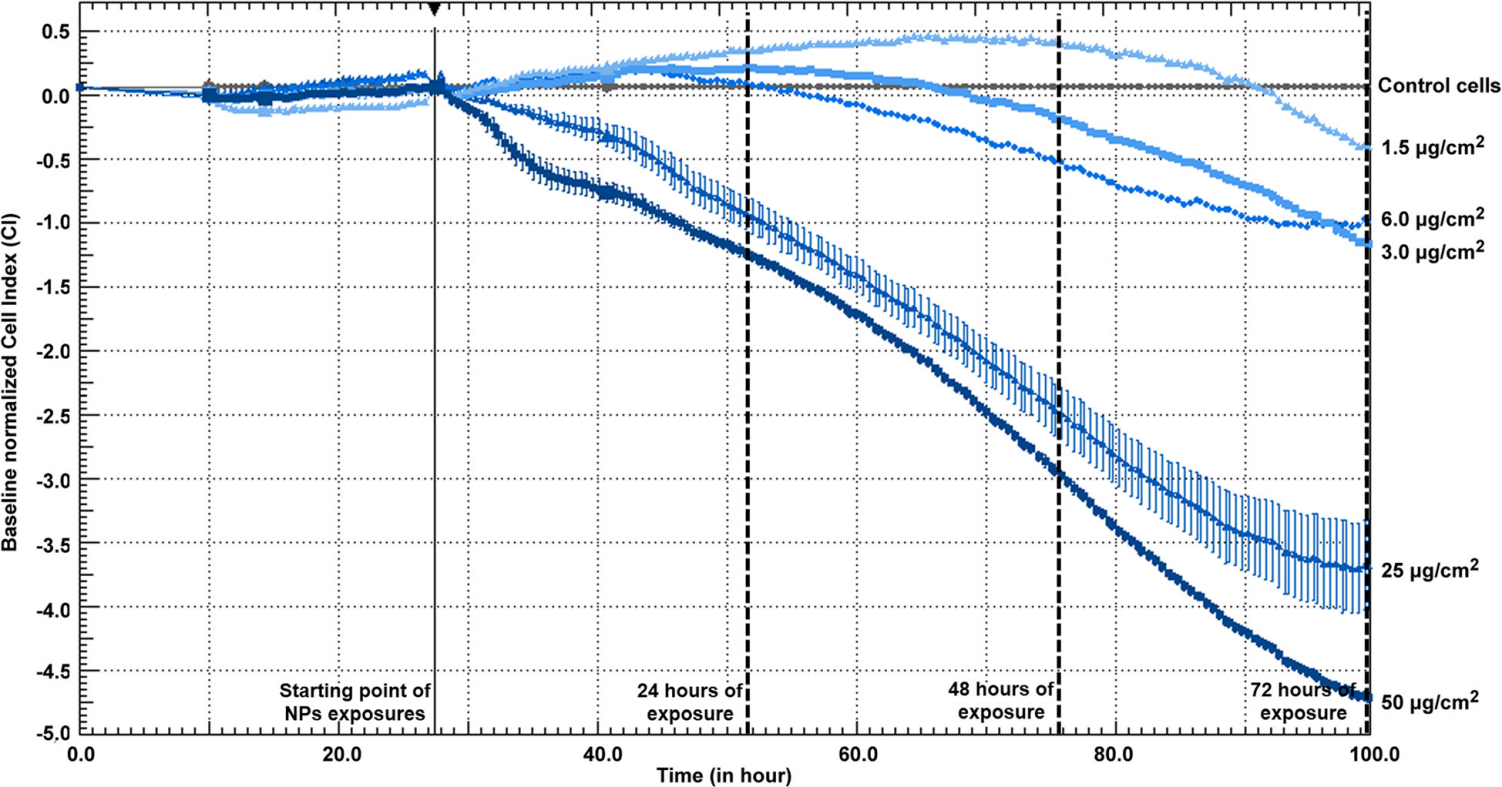
XCELLigence experiment. Real-time cell index (CI) monitoring of A549 cells (n = 3) exposed to 1.5, 3.0, 6.0, 25, and 50 μg/cm^2^ fumed silica AEROSIL® 200 NPs for 72 h. The black arrow represents the starting point of exposure. Cell index was normalized on baseline (control cells) to ensure inter-dose comparison. The highest concentrations (i.e. 25 and 50 μg/cm^2^) induced a drastic CI decrease compared to control cells. The lowest concentrations (1.5, 3.0 and 6.0 μg/cm^2^) indicated a biphasic CI evolution with an early increase followed by a decrease up to the end of the experiment.

### Omics-based probing of the silica NP cellular effects

#### Correlation between gene expression profiles and viability assays

Gene expression changes depending on silica NP concentrations were evaluated in three biological replicates with Agilent Human V2 4x44K Microarrays. 

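For each array, total RNA of A549 cells, a human alveolar epithelial cell line, was labeled with a single dye, Cy3. The arrays mapped at 24 h were 4 at 0.1 μg/cm2, 4 at 1.0 μg/cm2, 4 at 1.5 μg/cm2, 3 at 3.0 μg/cm2 and 3 at 6.0 μg/cm2. The cells exposed to 0.1 and 1.0 μg/cm2 were compared with 4 control arrays in common, those exposed to 1.5 μg/cm2 with 4 control arrays of their own, and those exposed to 3.0 μg/cm2 and 6.0 μg/cm2 with 3 control arrays in common. The authors deposited the scanner output of every array, in which 43118 spots were not control spots and carried 34127 different probes. The processed signal in these files is an intensity from which the scanner software had already subtracted the background, without normalization between arrays. The 75th percentile of this signal ranged from 1380.3 to 3202 on the arrays at 0.1 and 1.0 μg/cm2 and their controls, from 740.4 to 1337 on those at 1.5 μg/cm2 and their controls, and from 991 to 1313 on those at 3.0 μg/cm2 and 6.0 μg/cm2 and their controls. Between 54.4% and 73.55% of the probes were well above background on an array, and no spot was saturated. The number of arrays limits the precision of every value.
The log2 of the processed signal minus the 75th percentile of its array was taken, after leaving out the 0.612% of the non-control spots that the scanner software had flagged as non-uniform or as outliers. Spots of the same probe were averaged. Each dose was then compared with its own controls with limma, over the probes well above background on every array of at least 1 of both groups. A transcript was called modulated at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper. Where a probe was not well above background on any array of a group, the fold change is given as a bound, from the mean of the brighter group against, on each array of the dimmer group, the higher of the probe's own value and the lowest value among probes well above background. A gene symbol was found for 25771 probes through their accession and for 555 only in Table S1, while 7801 probes had none.
The methods give 3 arrays for exposed cells and 3 for control cells, and the paper's text does not name which. All 17 choices of 3 or 4 arrays per group were set against the fold changes of Table S1. At 1.5 μg/cm2, replicates 1, 3 and 4 of both groups gave 254 of the 255 fold changes within 0.5% and the remaining fold change within 1.19%. The next best choice gave 31. The rule set for taking a choice as the arrays of the study asked for all of them, and 1 transcript was missed. At 1.5 μg/cm2, values are therefore given first over these replicates, called the arrays matched to Table S1, and then over all 4 arrays of each group. At 0.1 and at 1.0 μg/cm2, the 4 exposed and 4 control arrays gave 4 of the 5 fold changes, more than any other choice, and all 4 were used. The arrays at 0.1 and 1.0 μg/cm2 and their controls were scanned on a single day, as were those at 3.0 μg/cm2 and 6.0 μg/cm2 and their controls. In both groups at 1.5 μg/cm2, replicates 1 and 2 were scanned on a day before replicates 3 and 4. On every slide at 1.5 μg/cm2, the control array lay at position 1 and the exposed array at position 4.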

Figure 4 shows the number of differentially expressed genes detected in response to 0.1, 1.0, 1.5, 3.0, and 6.0 μg/cm^2^ AEROSIL® 200 silica NPs during 24 h exposure. A dose-dependent response to silica NPs was observed, ranging from 5 to 2,258 significantly differentially modulated transcripts compared with controls, with a fold change of at least 1.5 and p-value < 0.05. 

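No transcript was modulated at 0.1 μg/cm2, where limma tested 21699 probes and 2049 had an unadjusted p under 0.05, and the methods' t-test called 1. At 1.0 μg/cm2, 2 of 21091 transcripts tested were modulated. At 1.5 μg/cm2, 261 of 21869 were modulated over the arrays matched to Table S1 and 522 of 21028 over all 4 arrays of each group. The dose of 3.0 μg/cm2 modulated 636 of 22096 transcripts, 330 of them higher and 306 lower than in control cells. The dose of 6.0 μg/cm2 modulated 2066 of 22176, 875 of them higher and 1191 lower. With quantile normalization 1034 were higher and 1028 lower at this dose, and with normexp background correction 471 and 332. This correction adds an offset of 50 to each intensity, which shrinks the fold changes of dim probes. Without the fold change threshold, the setting that moved the count at 6.0 μg/cm2 most, 7600 transcripts passed the adjusted p. The methods' t-test called 430 transcripts at 3.0 μg/cm2 and 1728 at 6.0 μg/cm2 after the Benjamini-Hochberg correction. Each of the 3 sets of doses had its own control arrays and was hybridised separately, so that the counts also compare sets of arrays. From the number of modulated transcripts at each dose, the paper states that the response depends on the dose.

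**Figure D1:**
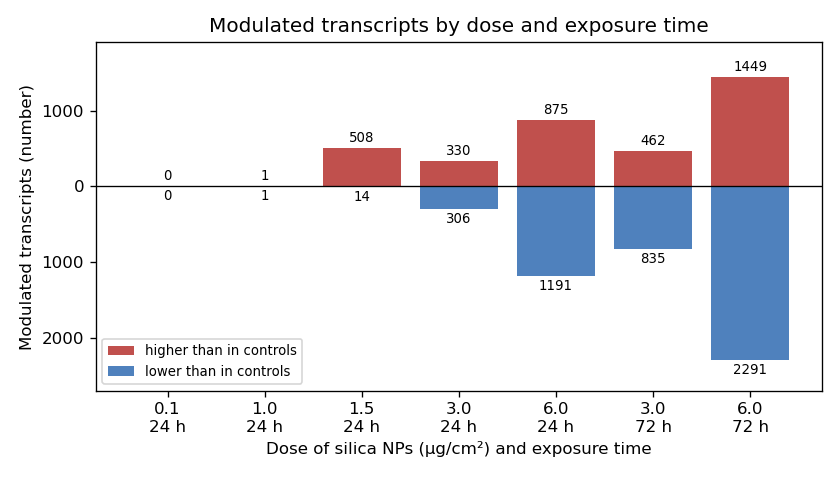
Number of modulated transcripts (vertical axis) at each dose in μg/cm2 and exposure time (horizontal axis), with transcripts higher than in controls above 0 and those lower below 0. At 1.5 μg/cm2, over all 4 arrays of each group, 508 were higher and 14 lower, while at 72 h the lower transcripts outnumber the higher ones at both doses.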

The lists of modulated transcripts including fold changes and p-values are presented in Additional file 1: Table S1. These results showed a strong correlation between the numbers of modulated genes and the cell death percentage established with viability tests (ATP, XTT). 

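Table S1 lists 5 transcripts at 0.1 μg/cm2. Over 4 exposed and 4 control arrays, ZNF518A and WDR66 had log2 fold changes of 0.67 and 0.63, and FXYD3 and RNU12 of −0.56 and −0.63, with limma adjusted p between 0.0826 and 0.147. PDZRN4 was well above background on 1 exposed array and on no control array and was not tested. At 1.0 μg/cm2, Table S1 also lists 5 transcripts. ICAM1 had a log2 fold change of 0.84 (SE 0.06, limma adjusted p = 0.00468) and was well above background on 3 of the 4 control arrays. It kept its call in 7 of the 8 fits that left out 1 array each. ID4 had a log2 fold change of −1.19 (SE 0.09, limma adjusted p = 0.00468), which stayed between −1.25 and −1.15 with each array left out in turn. Every exposed array lay above every control array for ICAM1 and below for ID4. MYNN and LOC731789 were not well above background on any array, and HSD17B7 on 3 exposed arrays and no control array, so that they were not tested. At 1.0 μg/cm2, 3708 transcripts had an unadjusted p under 0.05.
In the groups at 0.1 and 1.0 μg/cm2 and in their controls, replicates 1 and 2 deviated from the group mean together, and so did replicates 3 and 4. The correlation within these pairs, estimated across all probes by duplicateCorrelation, was 0.807 at 1.0 μg/cm2 and its controls. With the pairs as a random block, a setting chosen after seeing the data, limma called 0 transcripts at 1.0 μg/cm2, where 872 had an unadjusted p under 0.05. On simulated data with the spread of the arrays at 1.0 μg/cm2, limma called 96% of 200 transcripts changed by 1.5 on the log2 scale. The simulated arrays were independent, without the pairs, and smaller changes were not simulated. The check therefore does not show whether changes near the fold change threshold would have been called.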

From these results, the NOTEL was set at 1.0 μg/cm^2^, with two successive concentrations (0.1 and 1.0 μg/cm^2^) giving no significantly differentially expressed genes as the criterion (Figure 4). 

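At 1.5 μg/cm2, over the arrays matched to Table S1, 258 of the modulated transcripts were higher and 3 lower than in control cells, and 3408 of the tested transcripts had an unadjusted p under 0.05. Over all 4 arrays of each group, 97.3% of the modulated transcripts were higher. The arrays that the match leaves out are replicate 2 of both groups, and the paper gives no reason. The 75th percentile of the signal was 982 on the control array and 1118 on the exposed array among them, and 54.36% and 63.1% of their probes were well above background. The methods' t-test called 298 transcripts over all 4 arrays and 15 over the arrays matched to Table S1. Replicates 1 to 3 of both groups, the setting that moved the count most among those fixed beforehand, gave 56.
Over all 4 arrays, 65.9% of the modulated transcripts were well above background on every array, against 87.2% of the other transcripts tested. An mRNA accession was carried by 48.3% of the modulated probes and by 82.9% of the other probes tested. For 209 of the 373 modulated probes with a gene symbol, other probes of the same gene were tested. Of these 321 probes, 13.1% were modulated in the same direction (95% confidence interval 9.60% to 17.3%, exact Clopper-Pearson, counting error only), against 53.2% at 3.0 μg/cm2 and 53.0% at 6.0 μg/cm2. The pairs of replicates 1 and 2 and of replicates 3 and 4 had a correlation of 0.63 at this dose, and with them as a random block 92 transcripts were modulated.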

The LOTEL was set at 1.5 μg/cm^2^, with 255 transcripts as compared with controls. Figure 5A shows the numbers of differentially expressed transcripts obtained with 3.0 and 6.0 μg/cm^2^ silica NPs, and their overlaps. A strong concordance of the results is represented by the Venn diagram (Figure 5A). At 24 h, more than 80% of the transcripts modulated at 3.0 μg/cm^2^ were also modulated at 6.0 μg/cm^2^. 

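Of the transcripts modulated at 3.0 μg/cm2 after 24 h, 593 were also modulated at 6.0 μg/cm2, which is 93.2% (95% confidence interval 91.0% to 95.1%, exact Clopper-Pearson, counting error only, since transcripts are not independent). All 593 changed in the same direction at both doses, and 563 changed more at 6.0 μg/cm2. Both doses were compared with the same 3 control arrays. In 50 simulations of unchanged groups against these controls, lists of the same lengths shared 34.6% of the 3.0 μg/cm2 list on average and 40.9% at most. The simulations drew every probe independently. Across the 21932 probes tested at both doses, the log2 fold changes had a correlation of 0.888, against 0.521 on average in the simulations. Probes are not independent replicates. Among the settings fixed beforehand, the values of the authors' series matrix moved the overlap most, to 99.1%, and leaving out control replicate 3 gave 87.7%.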

Finally, the 3.0 and 6.0 μg/cm^2^ doses were also analyzed with whole genome microarrays after 72 h exposure, to further identify potentially conserved adverse outcome pathways. 

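The arrays mapped at 72 h were 3 at 3.0 μg/cm2, 3 at 6.0 μg/cm2 and 3 of control cells kept for 72 h. The deposited descriptions of the exposed samples give 24 h and their source names 72 h. The 72 h of the paper was used. A regression of the log2 fold changes that Table S1 gives at 72 h on the mean levels of all groups of this set gave the groups labeled 72 h weights of 0.95 at 3.0 μg/cm2 and 1.01 at 6.0 μg/cm2, and their controls −0.97. Of the fold changes in Table S1, 176 of 1130 at 3.0 μg/cm2 and 286 of the 1997 rows read at 6.0 μg/cm2 were given by these arrays within 0.5%, against 680 of 695 and 1960 of 1996 at 24 h. The 75th percentile of the authors' processed intensity ranged from 838 to 1216, and between 61.6% and 73.3% of the probes were well above background. The values were processed and tested like those at 24 h. The control arrays at 72 h were scanned on the same day as the arrays at 24 h, and all exposed arrays at 72 h on the next day. Each comparison with controls at 72 h therefore sets 1 scan day against another. It also sets slides against other slides, since no exposed array at 72 h shared a slide with a control array. These control arrays all lay at position 4, and the exposed arrays at several positions.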

We found 983 and 3,221 modulated transcripts at 3.0 and 6.0 μg/cm^2^, respectively. 

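After 72 h, 1297 of 21959 transcripts tested were modulated at 3.0 μg/cm2, 462 of them higher and 835 lower than in control cells. The higher dose, 6.0 μg/cm2, modulated 3740 of 21859, 1449 of them higher and 2291 lower. The modulated probes carried 1073 and 2993 gene symbols, and Table S1 lists 1130 and 3878 rows. Without the fold change threshold, the setting that moved both counts most, 5902 and 10005 transcripts passed the adjusted p. The methods' t-test with the Benjamini-Hochberg correction called 976 transcripts at 3.0 μg/cm2 and 3292 at 6.0 μg/cm2. With each array left out in turn, the counts stayed between 972 and 1455 at 3.0 μg/cm2 and between 3485 and 4025 at 6.0 μg/cm2. In the values of the authors' series matrix, which are not corrected for background, 12.5% of the modulated transcripts at 3.0 μg/cm2 and 18.5% of those at 6.0 μg/cm2 were higher, against 35.6% and 38.7% in the values used here. In all, 277 transcripts were modulated at 3.0 μg/cm2 at both exposure times, and 274 of them in the same direction. For 6.0 μg/cm2, 991 were modulated at both times, and 922 of them in the same direction.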

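At 72 h, 1121 of the transcripts modulated at 3.0 μg/cm2 were also modulated at 6.0 μg/cm2, which is 86.4% (95% confidence interval 84.4% to 88.2%, exact Clopper-Pearson, counting error only). All of them changed in the same direction, and 1023 changed more at 6.0 μg/cm2. Both doses shared 3 control arrays, and their exposed arrays shared a scan day. Unchanged groups simulated 50 times in the same way against these controls gave lists of the same lengths with an overlap of 42.0% on average and 46.0% at most. The log2 fold changes had a correlation of 0.849 across the 21731 probes tested at both doses, which are not independent replicates, and of 0.446 on average in the simulations. Among gene symbols in place of probes, the overlap was 89.4%. Leaving out replicate 3 of the cells exposed to 3.0 μg/cm2 moved it most, to 75.7%.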

After 72 h exposure, 88% of the transcripts modulated at 3.0 μg/cm^2^ were also modulated at 6.0 μg/cm^2^.

**Figure 4:**
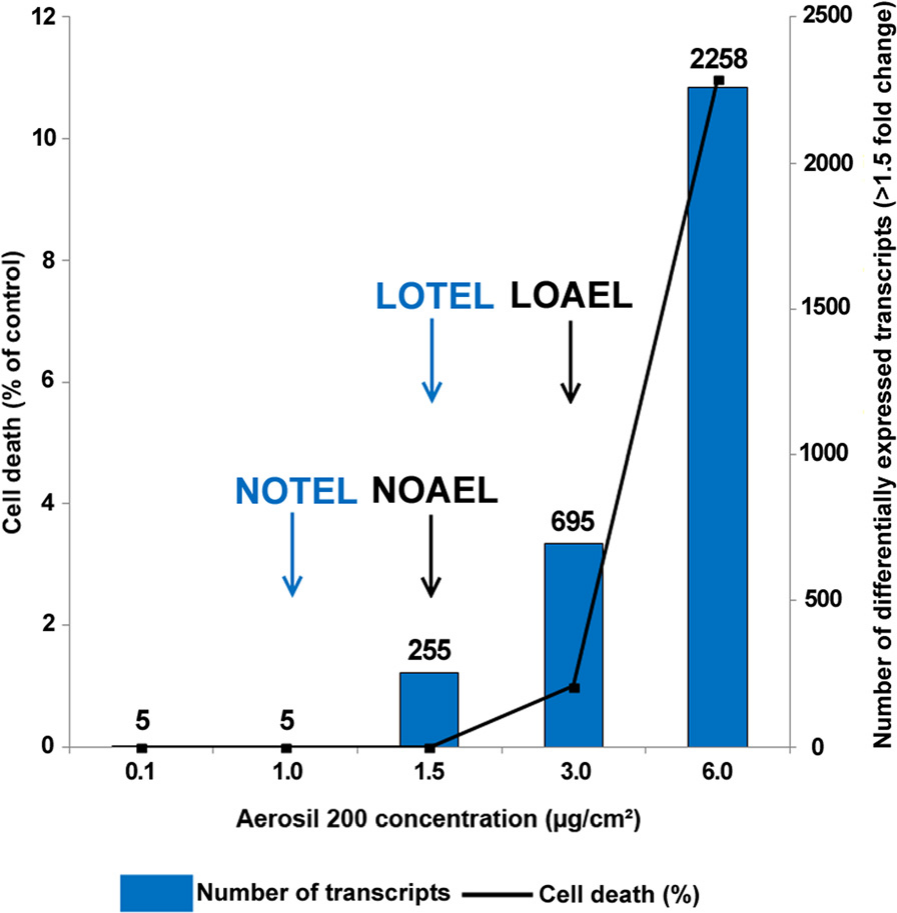
Transcriptomic dose–response curve compared with ATP assay. A549 cells (n = 3) were exposed for 24 h to increasing concentrations of fumed silica AEROSIL® 200 NPs (0.1, 1.0, 1.5, 3.0, and 6.0 μg/cm^2^). Blue histograms represent the number of differentially expressed genes after statistical analysis with Genespring software (Agilent). The black curve indicates the cell death percentage obtained with the ATP viability test related to the concentration of silica nanoparticles. The NOTEL (no observed transcriptional effect level) was determined to be 1.0 μg/cm^2^ and the LOTEL (lowest observed transcriptional effect level) as 1.5 μg/cm^2^. The NOAEL (no observed adverse effect level) was determined as 1.5 μg/cm^2^ and the LOAEL (lowest observed adverse effect level) at 3.0 μg/cm^2^.

**Figure 5:**
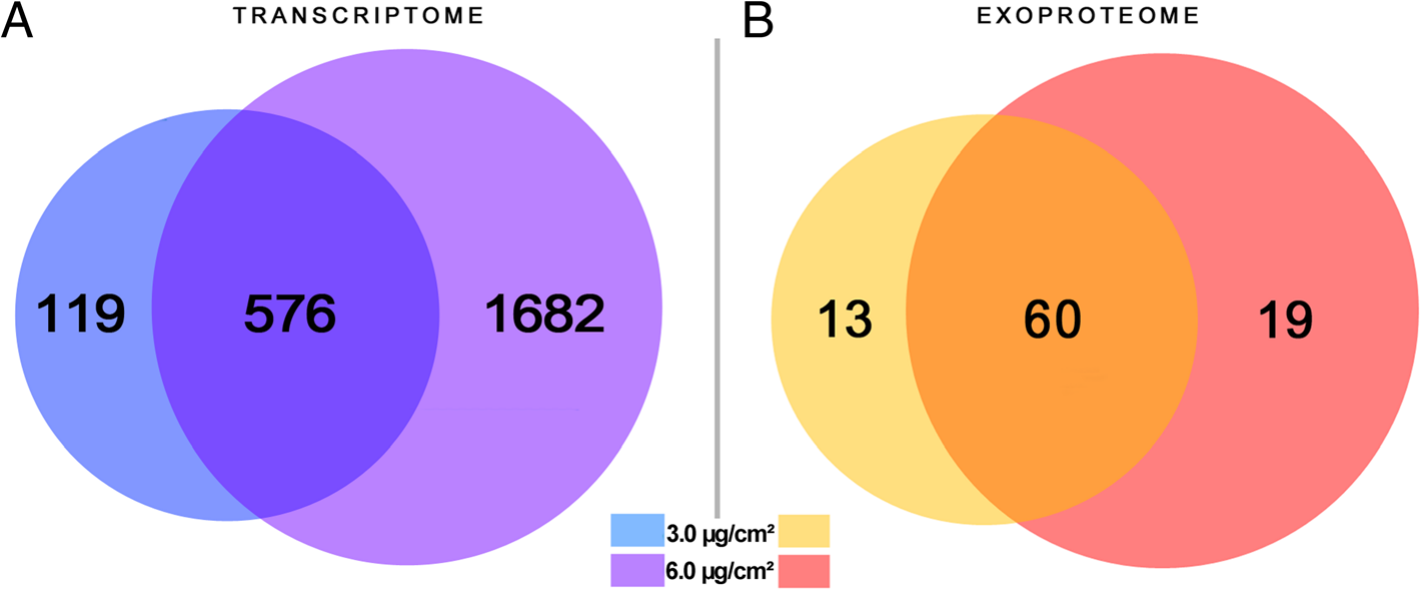
Venn diagrams of significantly modulated genes and proteins (p-value ≤ 0.05). A549 cells (n = 3) were exposed for 24 h to increasing concentrations of fumed silica AEROSIL® 200 NPs (3.0 and 6.0 μg/cm^2^). **A)** Number of modulated genes. **B)** Number of modulated proteins in supernatants. More than 80% of the modulated molecules present at 3.0 μg/cm^2^ were also modulated at 6.0 μg/cm^2^ in both omics analyses.

#### Exoproteome changes upon silica NP addition

To determine which secreted proteins were modulated upon silica NP exposure to 3.0 and 6.0 μg/cm^2^ doses at 24 h, we collected the supernatants of cell cultures from the transcriptomic experiments. This ensured that the data from both of these omics-based approaches were fully comparable. After protein extraction and trypsin proteolysis of the three biological replicates at the three conditions (zero, 3.0, and 6.0 μg/cm^2^ NPs), the resulting peptides were analyzed by shotgun proteomics, i.e. nano-LC resolution on a reverse phase coupled to tandem mass spectrometry operated with an Orbitrap mass analyzer. A total of 8,276 MS/MS spectra were assigned with confidence to human proteins (p-value ≤ 0.05) taking the nine samples into consideration, indicating the presence of 145 proteins (Additional file 2: Table S2). Figure 5B reports the number of significantly modulated proteins detected with this approach in the extracellular medium upon exposure to silica NPs. A total of 72 and 79 proteins were significantly modulated with 3.0 and 6.0 μg/cm^2^ at 24 h, respectively, with a fold change of at least 2.0 (p-value ≤ 0.05). As for transcriptomics, the Venn diagram showed a good correlation of the results between silica NP doses, with more than 80% of the proteins that were modulated at 3.0 μg/cm^2^ also modulated at 6.0 μg/cm^2^ (Figure 5B).

### Canonical pathway analysis

#### Transcriptomic analysis

We identified the most relevant canonical pathways disturbed after 24 and 72 h exposure at all NP doses using the Ingenuity Pathway Analysis tool. Each canonical pathway is constituted of a finite number of genes. For each dose and time point, we calculated a ratio indicating the percentage of altered genes in our dataset belonging to a given canonical pathway. These pathways are all significant according to a Fisher statistical test (p-value < 0.05).

Figure 6 reports the seven canonical pathways mainly altered by fumed silica NPs in a time- and dose-dependent manner. 

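A list of 35 genes of the coagulation system was written by hand before the data were examined, since the gene lists of the pathway tool were not used here. A gene was counted as altered if at least 1 of its probes was modulated, and the counts were set against all genes with a tested probe by a one-sided Fisher's exact test. At 24 h, 10 of 23 tested genes were altered at 3.0 μg/cm2 (exact p = 4.43e-09), against 3.82% of all genes, and 15 of 23 at 6.0 μg/cm2 (p = 2.04e-09), against 11.7%. At 72 h, 12 of 27 were altered at 3.0 μg/cm2 (exact p = 1.51e-07), against 7.38%, and 18 of 27 at 6.0 μg/cm2 (p = 3e-07), against 20.6%. Leaving out the fold change threshold was the setting that moved these counts most relative to their size, to 19 genes altered, and normexp background correction gave 7, both at 3.0 μg/cm2 after 72 h. Judged on 1 probe per gene with limma, the genes altered when adjusted over the list alone numbered 11 at 3.0 μg/cm2 and 15 at 6.0 μg/cm2 at 24 h and 12 and 17 at 72 h, against 10, 15, 11 and 17 when adjusted over all genes tested.
The study names 17 of the 35 genes from these arrays, so that the list is not independent evidence. Among the genes it does not name, limma called 0 of the 7 tested at 24 h at either dose, with an unadjusted p under 0.05 for 2 at 3.0 μg/cm2 and 4 at 6.0 μg/cm2. At 72 h it called 3 of 10 at 3.0 μg/cm2 and 5 of 10 at 6.0 μg/cm2. Among the other lists written at the same time, a list of 35 genes for proteins that hepatocytes secrete, without coagulation genes, had 33.3% and 41.7% of its tested genes altered at 24 h and 65.4% and 84.6% at 72 h. A list of NF-kB target genes had 41.4% and 63.6% altered at 24 h and 31.0% and 63.3% at 72 h.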

The most highly altered canonical pathways were related to the “coagulation system”, including “intrinsic” and “extrinsic” “prothrombin activation pathways”.

**Figure 6:**
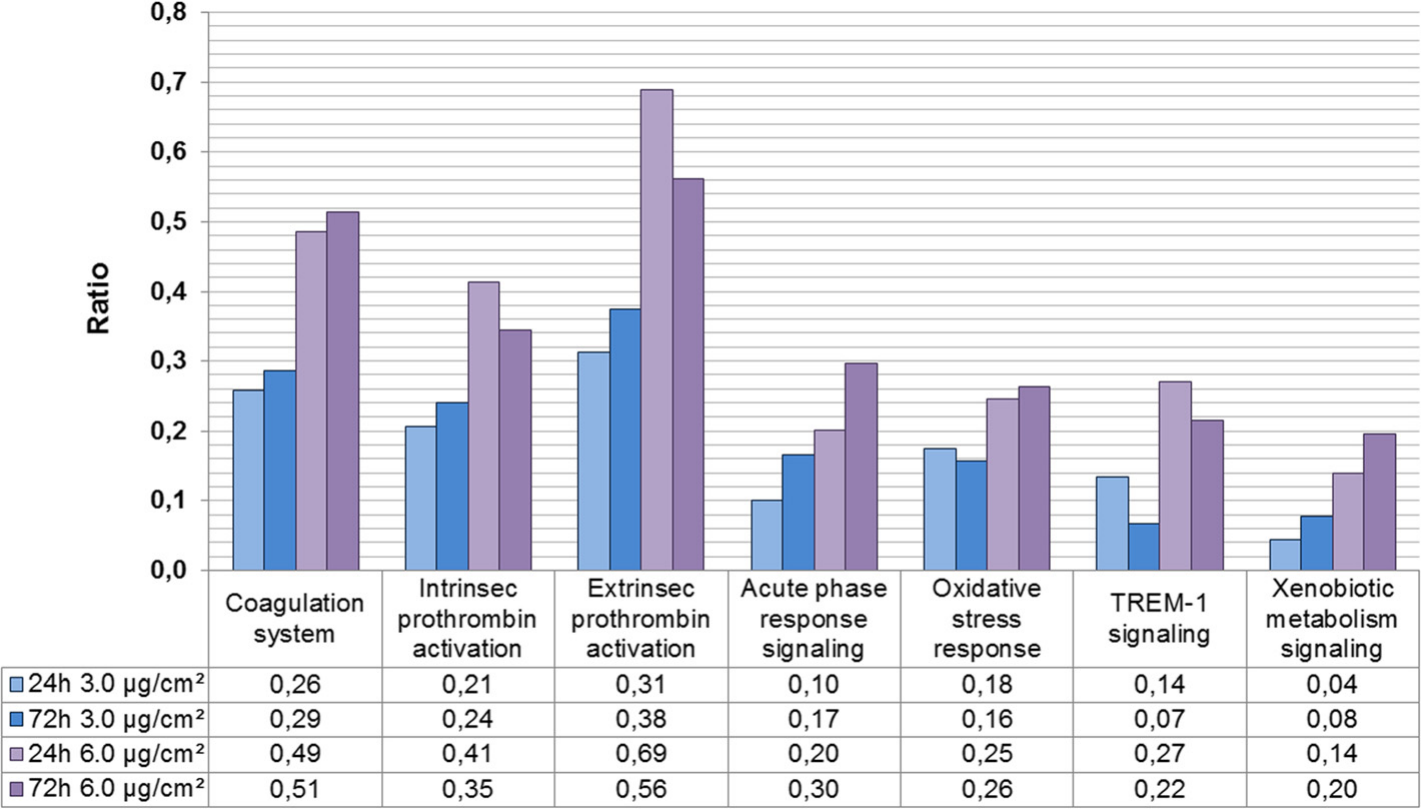
Altered canonical pathways. A549 cells (n = 3) were exposed for 24 h and 72 h to increasing concentrations of fumed silica AEROSIL® 200 NPs (3.0 and 6.0 μg/cm^2^). Seven relevant canonical pathways disturbed after 24 h and 72 h exposure with two doses of NPs (3.0 and 6.0 μg/cm^2^) were revealed with the Ingenuity Pathway Analysis tool. Each canonical pathway is constituted of a finite number of genes. For each dose and time point, we calculated a ratio indicating the percentage of altered genes in our dataset belonging to a given canonical pathway. These pathways are all significant according to a Fisher statistical test (p-value < 0.05).

Other pathways linked to the cell response, and involved at both times and both doses, included “acute phase response signaling”, “xenobiotic metabolism signaling”, “TREM1 signaling” and “oxidative stress response”. 

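Table S3 gives the genes of these pathways at 24 h. Of the acute phase response genes to which it gives a change, limma called 17 of 18 modulated in the same direction at 3.0 μg/cm2 and 37 of 39 at 6.0 μg/cm2. For the xenobiotic metabolism genes, these counts were 9 of 11 and 30 of 38, and for the oxidative stress response 7 of 7 and 22 of 22. At 6.0 μg/cm2, 31 of the 38 xenobiotic metabolism genes were tested. The study chose these genes on the same arrays, so that the counts are not independent evidence.
A list of 36 NRF2 target genes, 4 of which the study names from these arrays, was tested as a set with limma's fry at both doses and both times. Of 34 genes tested, 31 were lower at 3.0 μg/cm2 and 32 at 6.0 μg/cm2 at 24 h, with median log2 fold changes of −0.22 (limma's fry, adjusted p = 0.00167) and −0.37 (adjusted p = 3.13e-05). At 72 h, 28 and 26 were lower, with medians of −0.28 (limma's fry, adjusted p = 0.000209) and −0.21 (adjusted p = 7.71e-05). On 1 probe per gene, 1 and 9 of these genes were modulated at 24 h and 4 and 11 at 72 h, and the counts were the same when adjusted over the list alone. The list of NF-kB target genes, which holds 13 genes named by the study, rose by a median of 0.32 and 0.72 at 24 h (limma's fry, adjusted p = 6.2e-05 and 2.15e-05) and of 0.28 and 0.61 at 72 h (adjusted p = 0.000209 and 8.96e-05). Of the 56 combinations of 8 lists with 7 comparisons, fry called 31 and camera 26, of which 21 held under fry. With an inter-gene correlation estimated from the data, camera called 6, all of which held under fry. It then called the fall of the NRF2 list at neither dose and neither time (limma's camera, adjusted p from 0.051 to 0.164). Of the rises of the NF-kB list at these doses, it called those at 24 h and not those at 72 h.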

Some pathways are not represented in Figure 6 because they were only engaged at the lowest dose (1.5 μg/cm^2^). These pathways are “clathrin-mediated endocytosis”, “Rho signaling pathway” and “actin cytoskeleton remodeling”; they presented low ratios but were obtained with high significance. This allowed specific cellular effects triggered as a function of increasing NP concentrations to be distinguished and to be classified at three hierarchical levels of toxicological response. 

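In a list of 38 genes of clathrin-mediated endocytosis, which holds EPS15 and HIP1, 2 of 36 tested genes had a modulated probe at 1.5 μg/cm2 over the arrays matched to Table S1 (one-sided Fisher's exact test, p = 0.0908) and 1 over all 4 arrays (exact p = 0.603). With limma's fry, the set was not called at 1.5 μg/cm2 (adjusted p = 0.973 over all 4 arrays, and 0.418 over those matched to Table S1). At 24 h it fell by a median of 0.07 at 3.0 μg/cm2 (limma's fry, adjusted p = 0.00448) and 0.06 at 6.0 μg/cm2 (adjusted p = 0.00342) on the log2 scale, and 1 gene was modulated at each of these doses. Camera did not call these falls (limma, adjusted p = 0.132 and 0.37). Whether the response of this list at 1.5 μg/cm2 differs from that at the higher doses was not tested, since the doses were hybridised in separate sets.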

The Additional file 3: Table S3 indicates more precisely the genes characterizing each pathway for the three levels at all NP concentrations (1.5, 3.0, and 6.0 μg/cm^2^), with their fold changes and p-values.

#### Exoproteomic analysis

We used several tools such as SignalP, SecretomeP, Exocarta, and Vesiclepedia to distinguish the proteins secreted by classical (endoplasmic reticulum/golgi) and non-classical (such as exosomes and microvesicles) export mechanisms from those that were not secreted at 24 h exposure. We then identified their implication in toxicological functions using the IPA database.

Thus, at 3.0 μg/cm^2^, 10 proteins had a signal peptide (score SignalP ≥ 0.9) and were likely secreted by classical mechanisms. In addition, 61 proteins were found in the Exocarta/Vesiclepedia databases and 22 proteins were identified with SecretomeP (without signal peptide and a score ≥ 0.5), representing 64 proteins potentially secreted by non-classical mechanisms. Finally, by appending all databases, it was found that 67/72 proteins were secreted. Remarkably, five proteins were not found with these tools and were considered as possible cellular waste with high half-lives in the extracellular compartment: histone H4 (H4), T-complex protein 1e (TCPE), T-complex protein 1b (TCPB), tubulin b (TBB5) and transitional endoplasmic reticulum ATPase (TERA).

At 6.0 μg/cm^2^, eight proteins had a signal peptide (score SignalP ≥ 0.9) and were secreted by classical mechanisms. At this dose, 71 proteins were found in the Exocarta/Vesiclepedia databases and 26 proteins were identified with SecretomeP (without signal peptide and a score ≥ 0.5), representing a total of 73 proteins potentially secreted by non-classical mechanisms. Finally, by merging all databases, it was found that 74/79 proteins were actually secreted and five proteins would possibly be cellular waste: heterogeneous nuclear ribonucleoproteins A2/B1 (ROA2), transitional endoplasmic reticulum ATPase (TERA), histone H4 (H4), kynureninase (KYNU), and tubulin beta chain (TBB5).

Three predominant toxicological pathways were identified with IPA. The “NRF2-mediated oxidative stress response” was triggered. Among the proteins involved in the NRF2 response, six and seven proteins were identified at 3.0 and 6.0 μg/cm^2^, respectively. The “xenobiotic metabolism signaling” was also involved, with five and six proteins at 3.0 and 6.0 μg/cm^2^, respectively. These proteins include heat-shock proteins (HSP70 and HSP90), detoxification enzymes such as glutathione reductase (GSR), glutathione S-transferase (GSTP1), lactate dehydrogenase (LDHA), peroxiredoxins (PRDX1, PRDX6), thioredoxin reductase (TRXR1), protein disulfide isomerase (PDIA6), and aldo-keto reductases (AKR1B1, AKR1B10, AKR1C1/C2, and AKR1C3). All proteins were upregulated and detected with high sequence coverage (Additional file 2: Table S2).

Among the non-classically secreted proteins, some, initially involved in glycolysis, were upregulated. The list includes enolase 1 (ENO1), glyceraldehyde-3-phosphate (GAPDH), aldolase A (ALDOA), glucose-6-phosphate isomerase (GPI), phosphoglycerate mutase 1 (PGAM1), phosphoglycerate kinase 1 (PGK1), triosephosphate isomerase 1 (TPI1), and pyruvate kinase (PKM). Interestingly, only four proteins were downregulated compared to controls: thrombospondin-1 (TSP-1; −4.5 and −9.0 at 3.0 and 6.0 μg/cm^2^, respectively), transforming growth factor beta-induced (TGFbI; −4.375 at 6.0 μg/cm^2^), agrin (AGRN; −21.0 at 6.0 μg/cm^2^), and nucleobindin 1 (NUCB1; −4.33 at 6.0 μg/cm^2^).

## Discussion

This work evaluated the mode of action of AEROSIL® 200 fumed amorphous silica NPs in lung epithelial cells using complementary omics. We chose this cellular model because inhalation is the major route of exposure for workers in the NP industry. Any toxicity study with nanoparticles requires a thorough characterization of their size. We showed by atomic force microscopy (Figure 1A) that these NPs were disks with average diameter 10 ± 5 nm and thickness 2 nm ± 0.3 nm. We also highlighted the presence of heterogeneous agglomerates (Figure 1B) of average size 160 ± 90 nm. Hydrodynamic diameters of fumed silica NPs were measured by DLS in the presence and absence of fetal bovine serum (FBS) in the culture medium. In the presence of FBS, these NPs were dispersed, with a mean size of 10 ± 4 nm in agreement with the data from the literature [19] and consistent with the data provided by the manufacturer i.e. 12 nm. In the absence of FBS, the silica NPs formed agglomerates whose hydrodynamic diameter reached 350 ± 8 nm. Interestingly, AFM identifies the size and shape of objects whereas DLS provides only their size. Cell exposure was carried out in the absence of serum for two reasons: i) the exoproteome can only be assessed if contaminants from the culture medium and reagents are present in low quantities [16], and ii) attempts to avoid agglomeration by artificial dispersion may lead to underestimation of possible adverse effects [20]. Indeed, interactions between serum proteins and nanoparticles can attenuate or abrogate the potentially harmful effects of NPs [21-23].

### The concept of NOTEL

Previous studies have shown that the number of modulated genes in human cells may be a good indicator of the level of cellular disturbance induced by a xenobiotic (drugs, chemicals, metals, NP) [11,24-27]. The concept of the NOTEL (no observed transcriptional effect level, the concentration at which no effect on the transcriptome is observed) was described by Lobenhofer et al. [13]. Incorporating a genomic endpoint such as the NOTEL, estimated from gene expression data, is of the highest importance in risk assessment [14]. We used conventional viability tests, ATP and XTT (Figure 2), and cell impedance monitoring (xCELLigence) (Figure 3) as preliminary tests to determine suitable NP concentrations and time points for subsequent toxicogenomic studies. With these preliminary techniques, we were thus able to frame the concentrations that were necessary and sufficient to trigger early effects on cellular mechanisms [28] while avoiding excessive cellular damage. Five concentrations (0.1, 1.0, 1.5, 3.0, and 6.0 μg/cm^2^) inducing less than 10% cell death were chosen for transcriptomic experiments. A 24 h exposure was set as the early effect test according to impedance results. The 3.0 and 6.0 μg/cm^2^ doses were also analyzed in gene expression microarrays with an exposure of 72 h (late effects). The secretomes corresponding to cultures exposed to these two concentrations for 24 h were studied by tandem mass spectrometry.

We noted that the NOTEL (1.0 μg/cm^2^) was lower (i.e. more sensitive) than the NOAEL identified with cytotoxicity assays (1.5 μg/cm^2^), as shown in Figure 4. The LOTEL based on transcriptomics was also lower (1.5 μg/cm^2^) than the LOAEL determined from cell viability (3.0 μg/cm^2^). Thus, in our experiment, microarray technology may be considered to be more sensitive compared to viability tests. The NOTEL may be a relevant indicator of biological exposure to quickly benchmark toxic doses of chemicals and mixtures, especially within the framework of large toxicology programs such as REACH [13,14].

### Advantages and pitfalls of omics

The data obtained with our two complementary omics approaches, transcriptomics and exoproteomics, were analyzed using the same bioinformatics tool (IPA), and the biological results were combined resulting in an illustrative example of toxicological integrative analysis. The Venn diagrams showed that more than 80% of genes (Figure 5A) and proteins (Figure 5B) modulated at 3.0 μg/cm^2^ were also listed as modified at 6.0 μg/cm^2^. The two approaches are thus consistent and the results obtained at the two NP doses reinforce the main toxicological findings extracted from the data. The canonical cellular pathways help to understand, in a fast and overall manner, the interactions between the modulated genes and the cellular mechanisms they belong to. The main pathways disturbed by silica NPs are represented in Figure 6. Regulation of gene expression is so finely tuned that two distinct experimental conditions can activate different transcripts (subunits of the same enzymatic complex, early or late molecules and redundant receptors), while belonging to the same pathway governing the same mode of action. Thus, looking at the overall scheme rather than isolated genes allows for a better understanding of cellular mechanisms involved in the response to a toxic substance. *A fortiori*, analyzing the direction of regulation (induction or repression) of each regulated molecule seems pointless in such large eukaryotic systems, and in the state of our current knowledge. Moreover, the mRNAs are produced in an oscillatory manner (in bursts) according to Raj et al. [29]. Their production is likely to obey finely tuned processes that we do not necessarily know. Nevertheless, analyzing a direction of regulation is certainly more significant with multi-dose and multi-time analyses; potentially conserved regulations could therefore be confirmed. This is why, here, we operated microarrays at several times of exposure and doses of fumed silica NPs.

Regarding the analysis of proteins in the culture supernatants, comprehensive exoproteomics is tedious to perform because of the highly diluted nature of secreted proteins present in biological fluids or culture media [30]. Consequently, we had to concentrate the supernatants by precipitation prior to their analysis with a sensitive tandem mass spectrometer. In addition, one cannot exclude the possibility that some proteins may be released in the supernatant by cell death or lysis during the cell culture. This pitfall was minimized by optimizing experimental parameters (confluence maintained at 80%, intensive washing steps prior to exposure and upstream selection of appropriate NP doses) and using specific bioinformatics tools (SignalP, SecretomeP, Exocarta, Vesiclepedia) to distinguish the proteins that were genuinely excreted from those proteins arising from cell lysis. These secreted proteins illustrate the surroundings of the cells and how they interact with their environment.

### Dose-dependent hierarchical response

The hierarchical oxidative stress paradigm, first described by A. Nel and colleagues [28,31], posits that ROS production leads to incremental cellular responses that can be classified as antioxidant defense, proinflammatory effects, and cytotoxicity. According to these authors, in Tier 1, the transcription factor Nrf2 is activated to enhance the expression of phase II enzymes, which attempt to restore redox equilibrium. If the level of oxidant injury increases (Tier 2), cells express proinflammatory cytokines by activating signaling pathways such as the mitogen-activated protein kinase (*MAPK*) and nuclear factor-kappa B (*NF-*κ*B*) cascades. At the highest level of oxidative stress (Tier 3), interference in mitochondrial inner membrane electron transfer or changing the open/closed status of the permeability transition pore could lead to effects on ATP synthesis and the release of proapoptotic factors.

In this study, we illustrated this paradigm to demonstrate that increasingly severe cellular dysfunctions were triggered by silica NPs in a dose-dependent manner (Figure 7). Moreover, our data show cellular mechanisms that occur at lower doses than those that activate oxidative stress.

**Figure 7:**
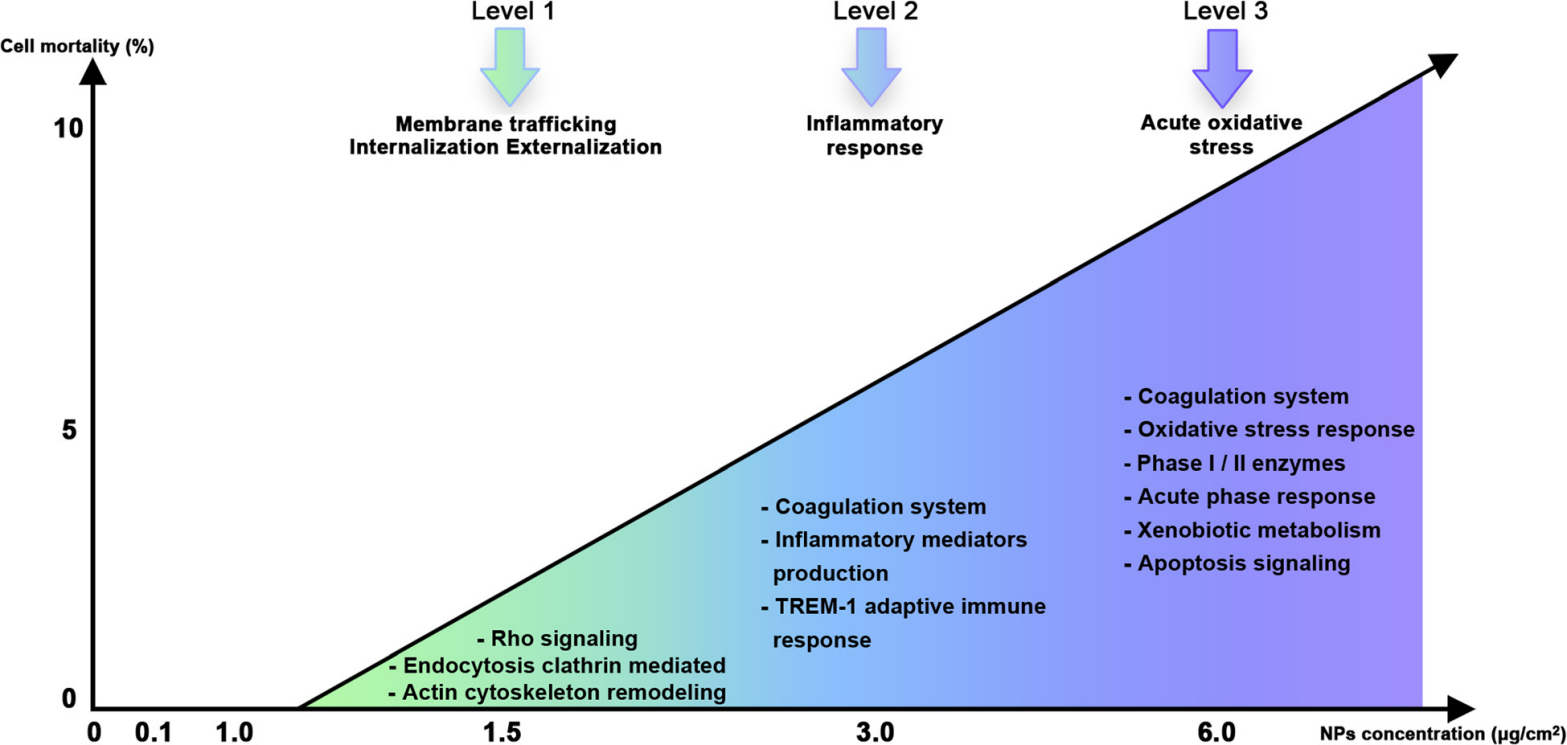
Hierarchical stress response following exposure to increasing concentration of AEROSIL® 200 fumed amorphous silica NPs. A549 cells (n = 3) were exposed for 24 h to increasing concentrations of fumed silica AEROSIL® 200 NPs (0.1, 1.0, 1.5, 3.0 and 6.0 μg/cm^2^). Between 1.0 and 1.5 μg/cm^2^, the silica NPs activated Rho signaling pathways and clathrin-mediated endocytosis. From 3.0 μg/cm^2^, proinflammatory effectors were activated and the “coagulation system pathway” was triggered. Beyond 6.0 μg/cm^2^, the pathways of “xenobiotic metabolism” and “acute phase response” were activated. The vertical scale represents the percentage of dead cells, as determined by ATP assays, in relation to the tested doses of silica NPs. These data exemplify the paradigm of dose dependent toxic events developed by Meng et al. [28]. This figure is freely adapted from their scheme with permission from Meng et al. [28], American Chemical Society, although the quantitative data and pathways are those obtained in experiments described in the current article.

#### No effect (Level 0)

As depicted in Figure 7, from 0.1 to 1.0 μg fumed silica NPs per cm^2^ cell surface, no effect was detected by transcriptomics. The NOTEL point, the highest concentration of NPs giving no transcriptional effect, was set to 1.0 μg/cm^2^, as two successive values gave no effect.

#### Internalization, externalization (Level 1)

At a very low dose of fumed silica NPs (1.5 μg/cm^2^), we observed an intense signaling activity (Additional file 3: Table S3). 

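Over the arrays matched to Table S1 at 1.5 μg/cm2, ACTA1 had a log2 fold change of 0.74 (SE 0.11, limma adjusted p = 0.0467), EPS15 of 1.26 (SE 0.13, adjusted p = 0.0227) and HIP1 of 0.59 (SE 0.09, adjusted p = 0.0458), and all of them were modulated. ORM1 had a log2 fold change of 0.72 (SE 0.13, limma adjusted p = 0.0659) and VEGFA of 0.58 (SE 0.09, adjusted p = 0.0485), a 1.496-fold change under the threshold of 1.5. Over all 4 arrays of each group, ACTA1 reached 0.85 (SE 0.14, limma adjusted p = 0.0161), EPS15 1.24 (SE 0.17, adjusted p = 0.00708), ORM1 0.79 (SE 0.11, adjusted p = 0.00713) and VEGFA 0.61 (SE 0.08, adjusted p = 0.00586). HIP1, at 0.55 (SE 0.08, limma adjusted p = 0.0085), stayed under the fold change threshold at 1.47-fold. Every exposed array lay above every control array for all 5 genes. ACTA1 was well above background on 2 of the 4 control arrays, and it kept its call in 5 of the 8 fits that left out 1 array each. ORM1 was well above background on 3 of the 4 control arrays. VEGFA kept its call in 7 of these fits. The arrays left out by the match, replicate 2 of both groups, had log2 values of −4.66 and −5.86 for ACTA1, −0.96 and −2.12 for EPS15, −0.64 and −1.09 for HIP1, −3.79 and −4.77 for ORM1 and −0.49 and −1.19 for VEGFA, with the exposed array first.
Other probes of the same genes were tested for EPS15, HIP1 and VEGFA, and over all 4 arrays none was modulated, with log2 fold changes of −0.16, 0.12 and 0.13. At 3.0 μg/cm2 and 6.0 μg/cm2 and 24 h, the log2 fold changes of ACTA1, EPS15, HIP1, ORM1 and VEGFA lay between −0.23 and 0.23, and none was modulated. The directions of ACTA1 at 6.0 μg/cm2 and of ORM1 at both doses changed with normexp background correction, and those of EPS15 at both doses when a single array was left out.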

Here, we highlighted five induced transcripts belonging to the pathway “clathrin-mediated endocytosis” (*ACTA1, EPS15, HIP1, ORM1 and VEGFA*). This pathway is the major pathway for the internalization of exogenous molecules from the plasma membrane into intracellular compartments. We also observed the induction of downstream effectors of the “Rho signaling pathway” *(ROCK1, ARHGAP24*, *PPP1R12B* and *RAPGEF* group). 

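The transcripts of the RAPGEF group in Table S1 at 1.5 μg/cm2 are RAPGEF2 and RAPGEF6. Over the arrays matched to Table S1, ROCK1 had a log2 fold change of 0.81 (SE 0.09, limma adjusted p = 0.0238), ARHGAP24 of 1.00 (SE 0.12, adjusted p = 0.0273), PPP1R12B of 1.39 (SE 0.12, adjusted p = 0.0196), RAPGEF2 of 0.76 (SE 0.09, adjusted p = 0.0259) and RAPGEF6 of 0.78 (SE 0.10, adjusted p = 0.0328). Over all 4 arrays of each group, the values were 0.77 for ROCK1 (SE 0.08, limma adjusted p = 0.00266), 1.23 for ARHGAP24 (SE 0.24, adjusted p = 0.0296), 1.33 for PPP1R12B (SE 0.18, adjusted p = 0.0067), 0.74 for RAPGEF2 (SE 0.08, adjusted p = 0.00346) and 0.85 for RAPGEF6 (SE 0.15, adjusted p = 0.0213). No exposed array overlapped the control arrays for any of them. ARHGAP24 and PPP1R12B were well above background on 2 of the 4 control arrays, and RAPGEF6 on 3. With each array left out in turn, ARHGAP24 kept its call in 3 of the 8 fits and RAPGEF6 in 5. In the replicate 2 arrays that the match leaves out, the exposed and the control values were −1.84 and −2.46 for ROCK1, −4.50 and −6.43 for ARHGAP24, −5.36 and −6.51 for PPP1R12B, −2.92 and −3.59 for RAPGEF2 and −4.03 and −5.11 for RAPGEF6.
The other tested probes of these genes were not modulated over all 4 arrays. Their log2 fold changes were −0.06 for ROCK1, 0.19 for ARHGAP24, between −0.12 and 0.98 for PPP1R12B, 0.02 for RAPGEF2 and 0.25 for RAPGEF6. At 3.0 μg/cm2 and 6.0 μg/cm2 and 24 h, none of the transcripts ROCK1, ARHGAP24, PPP1R12B, RAPGEF2 and RAPGEF6 was modulated, and their log2 fold changes lay between −0.38 and 0.13. Apart from that of ROCK1 at 3.0 μg/cm2, each of these directions changed with normexp background correction, with the values of the authors' series matrix or with a single array left out.

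**Figure D2:**
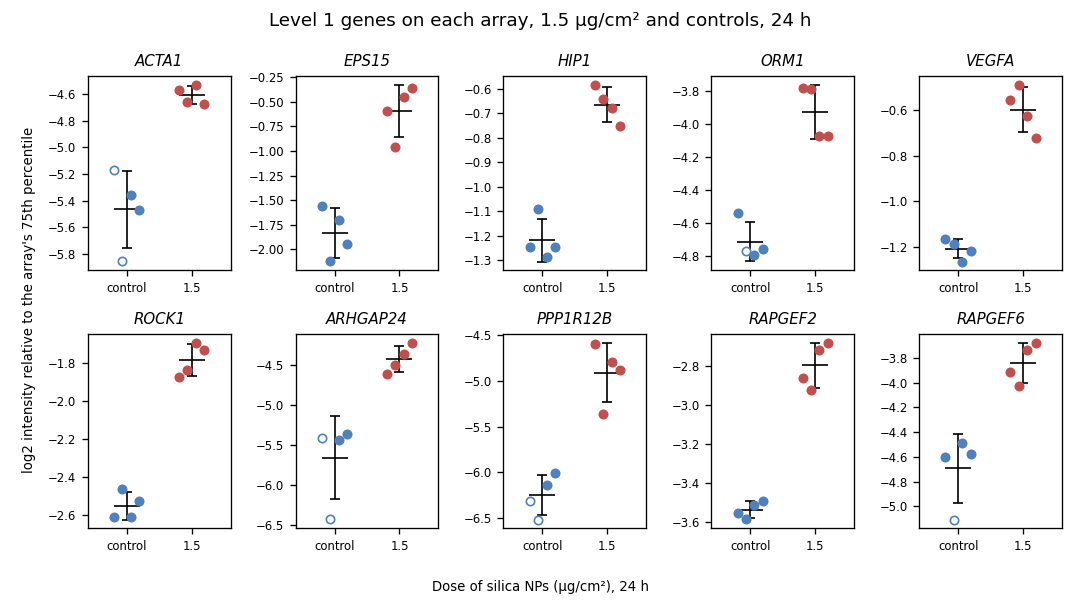
Log2 intensity relative to the 75th percentile of the array (vertical axis) of 10 genes on each array at 1.5 μg/cm2 and on each control array (horizontal axis), with replicates 1 to 4 from left to right, the mean as a bar and the SD as error bars. Open points are arrays on which the probe was not well above background, and the exposed arrays lie above the control arrays for every gene.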

Rho signaling attests to a cytoskeleton reorganization by stimulating actin dynamics. Rho GTPases regulate membrane trafficking and are important regulators of exocytosis through a process not yet elucidated [32,33].

We did not observe, among the 255 genes differentially expressed at this concentration, any element of antioxidant response. 

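In the list of NRF2 target genes, limma called 0 of the 34 genes tested at 1.5 μg/cm2 modulated over all 4 arrays of each group, also when adjusted over the list alone. Of these genes, 2 had an unadjusted p under 0.05, 20 were higher and 14 lower, with a median log2 fold change of 0.02 and a mean of −0.01. As a set they were not called (limma's fry, adjusted p = 0.973), and the direction of fry was that of the mean, not of the median. Over the arrays matched to Table S1, 18 were higher and 16 lower (limma's fry, adjusted p = 0.969), and 0 had a modulated probe. On simulated data with the spread of the arrays at 1.5 μg/cm2, limma called 87.5% of 200 transcripts changed by 1.5 on the log2 scale. The simulated arrays were independent and smaller changes were not simulated. The check therefore does not show whether changes near the fold change threshold would have been called.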

Typically, in our first level, we describe some events that are well below the events described by Nel and colleagues in their Tier 1, i.e. oxidative stress [28,31]. A possible reason may be that antioxidant defense has been shown to be triggered by a higher concentration (>5 μg/cm^2^) [34], and another explanation is that our technology is extremely sensitive in apprehending very subtle events. In our data, the first level rather reflects the endocytosis and exocytosis of NPs, as attested by the cytoskeleton remodeling and membrane trafficking. This likely corresponds to a normal response of cellular defense.

#### Inflammation and nonspecific response (Level 2)

Starting from the 3.0 μg/cm^2^ dose, upregulation of inflammatory mediators (*IL-6*, *IL-8* and *TNF-α*) and chemokines (*CCL5* and *CCL20*) was observed in a dose-dependent manner at 24 h exposure (Additional file 3: Table S3). These results are consistent with those found in the literature for silica and other NPs [4,35,36]. 

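At 24 h, IL6 had a log2 fold change of 2.08 at 3.0 μg/cm2 (SE 0.12, limma adjusted p = 0.000439) and of 3.73 at 6.0 μg/cm2 (SE 0.12, adjusted p = 2.23e-05). IL8 had a log2 fold change of 0.63 at 3.0 μg/cm2 (SE 0.19, limma adjusted p = 0.0811), which did not pass the threshold, and of 1.23 at 6.0 μg/cm2 (SE 0.17, adjusted p = 0.00237). Every exposed array lay above every control array for both genes at both doses. TNF was well above background on 1 of the 3 arrays at 3.0 μg/cm2 and on none of the control arrays, and was not tested at that dose. On the arrays at 6.0 μg/cm2 it was well above background on all 3 and at least 1.60-fold higher than in control cells (limma adjusted p = 0.0135). It kept its call in 5 of the 6 fits that left out 1 array each. Whether the changes differ between the doses was not tested.

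**Figure D3:**
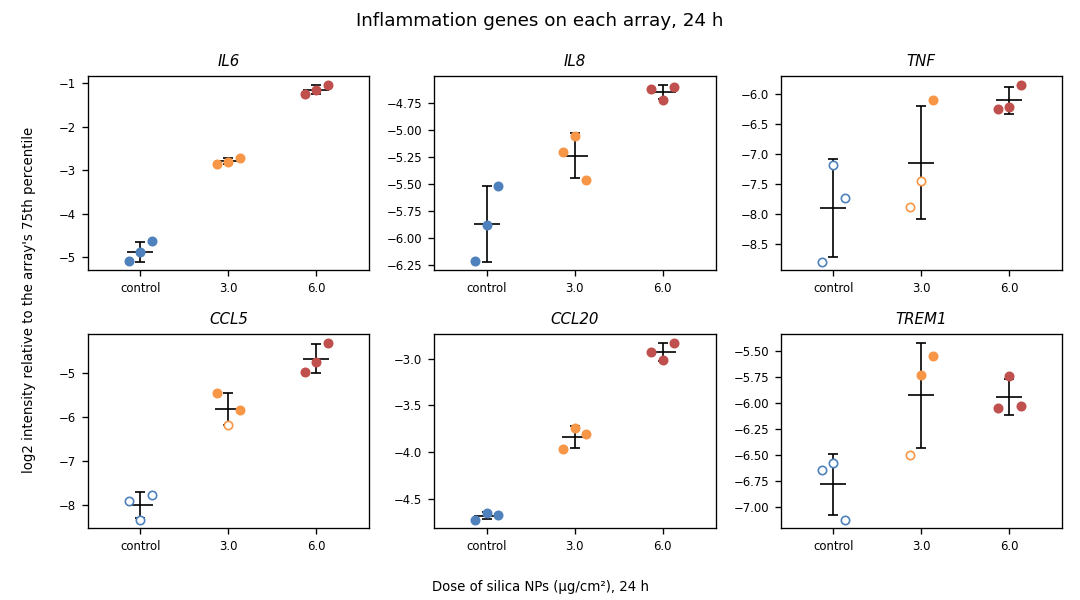
Log2 intensity relative to the 75th percentile of the array (vertical axis) of 6 inflammation genes on each control array and each array at 3.0 μg/cm2 and 6.0 μg/cm2 after 24 h (horizontal axis), with the mean as a bar and the SD as error bars. Open points are arrays on which the probe was not well above background, as on all control arrays for TNF, CCL5 and TREM1.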

Perkins et al. previously compared crystalline and amorphous silica NPs, but found that only cristobalite upregulated *IL6* and *IL8* in lung BEAS- 2B cells whereas amorphous silica NPs only modulated *CCL5* (RANTES) expression [4]. 

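CCL5 was not well above background on any of the 3 control arrays at 24 h. At 3.0 μg/cm2 it was well above background on 2 of 3 arrays and was not tested. All 3 arrays at 6.0 μg/cm2 had it well above background, and it was at least 4.29-fold higher than in control cells (limma adjusted p = 0.000131). CCL20 was well above background on every array, with a log2 fold change of 0.85 at 3.0 μg/cm2 (SE 0.07, limma adjusted p = 0.00141), which is 1.80-fold, and of 1.76 at 6.0 μg/cm2 (SE 0.07, adjusted p = 2.92e-05), which is 3.38-fold. Table S3 gives 1.79-fold and 3.41-fold for CCL20, and 4.5-fold and 10.1-fold for CCL5. The exposed arrays of both genes lay above all control arrays at both doses.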

Here, we observed that not only the above interleukins, but also *CCL5* and *CCL20*, were upregulated in the presence of AEROSIL® 200 fumed silica NPs, with a fold change of 4.5 and 10.2 at 3.0 and 6.0 μg/cm^2^, respectively. This discrepancy between our data and previously published data illustrates the possible heterogeneity of the results in the NP literature, probably directly linked to the different nature of the NPs. In particular, fumed AEROSIL® 200 NPs differ from the amorphous silica NPs of the previous study [4], with a surface area 100 times greater. The “TREM1 signaling pathway” was triggered, leading to proinflammatory immune responses. 

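At 24 h, TREM1 was not well above background on any control array. At 6.0 μg/cm2 it was well above background on all 3 arrays and at least 1.62-fold higher than in control cells (limma adjusted p = 0.00892). In the values of the authors' series matrix, which are not corrected for background, its log2 fold change was −0.10. At 3.0 μg/cm2 it was well above background on 2 of 3 arrays and was not tested. At 72 h, TREM1 was well above background on 2 of the 3 control arrays and on 1 of 3 arrays at each dose, and was not tested.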

The *TREM1* transcript, which belongs to the immunoglobulin family of cell surface receptors, was upregulated at 6.0 μg/cm^2^.

#### Coagulation system perturbation as a specific response (Level 2)

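As a set, the tested genes of the coagulation list fell at 24 h by a median log2 fold change of −0.25 at 3.0 μg/cm2 (limma's fry, adjusted p = 0.00448, 14 of 23 genes lower) and of −0.39 at 6.0 μg/cm2 (adjusted p = 0.000277, 13 of 23 lower). At 72 h the median was −0.55 at 3.0 μg/cm2 (limma's fry, adjusted p = 0.000256, 20 of 27 lower) and −0.96 at 6.0 μg/cm2 (adjusted p = 7.71e-05, 22 of 27 lower). Over the genes well above background on every array of both groups, the medians were −0.25, −0.28, −0.51 and −0.79. Over the tested genes of the list that the study does not name, 7 at 24 h and 10 at 72 h, the medians were −0.01 and 0.11 at 24 h and −0.32 and −0.38 at 72 h. At 24 h, camera did not call the set at either dose (limma's camera, adjusted p = 0.132 and 0.257), and at 72 h it did (adjusted p = 0.000463 and 0.000216), but not with the correlation between genes estimated from the arrays (limma's camera, adjusted p = 0.168 and 0.127).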

At higher concentrations (3.0 and 6.0 μg/cm^2^), and for two exposure durations (24 and 72 h), the canonical “coagulation pathway” was altered by fumed silica NPs (Figure 6). This pathway, and more specifically the “intrinsic and extrinsic prothrombin activation” subgroups, is the most significant altered pathway. Besides the known functions of the alveolar epithelium, such as surfactant secretion (to maintain alveolar stability), gas exchange, and ion transport, these cells also have barrier properties that protect against the passage of air pollutants into the circulation [37]. These authors also demonstrated that in A549 cells, the coagulation process responds to injury by the rapid formation of a clot and fibrin deposition [38].

Our data thus suggest that this pathway is a direct consequence of the alteration of the A549 cell monolayer by fumed silica nanoparticles, probably due to cell membrane alteration. Indeed, as demonstrated by Zhang and colleagues, fumed silica NPs (AEROSIL, diameter 16 nm) induce a dramatically higher cytotoxicity than colloidal silica in lung cells BEAS-2B [27]. The authors explained the increased toxicity of fumed silica by its thermally promoted surface properties, i.e. the formation of strained, three-membered siloxane rings on the silica surface via dehydroxylation. These rings are rapidly hydrolyzed upon rehydration in culture medium, exposing hydroxyl groups responsible for cell toxicity by interaction with cell membranes. In our proteomic data, the cell membrane alteration is confirmed by the release of the LDH protein, which is an indicator of cell membrane integrity.

Coagulation is a complex process that can be initiated via the extrinsic or intrinsic pathways. In the extrinsic pathway, a cascade of activation including factor VIIa (*F7*) and tissue factor (*TF*) leads to the generation of thrombin (*F2*) and the production of fibrin (*FG*), which creates a clot. In the intrinsic pathway, a cascade of activations leads to the production of coagulation factors such as FXa (*F10*). The coagulation system includes a number of control proteins to maintain a fine balance between formation and dissolution of the clot. Plasmin is one of these proteins that are required for dissolution of the fibrin clot. Plasmin is activated by tissue plasminogen activator (*PLAT*) and urokinase (*PLAU*). Protein C, protein S, and thrombomodulin together degrade FVa and FVIIIa.

The modifications of expression of the key actors in the coagulation process are given in Additional file 3: Table S3. 

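F7, FGA, FGB and FGG were modulated and lower than in control cells at both doses and both times. At 24 h and 6.0 μg/cm2, F7 had a log2 fold change of −2.16 (SE 0.11, limma adjusted p = 6.53e-05) and the fibrinogen chains of −1.54 for FGA, −1.75 for FGB and −1.65 for FGG. At 72 h and 6.0 μg/cm2, F7 had a log2 fold change of −2.81 (SE 0.16, limma adjusted p = 7.43e-05), with the probe well above background on 2 of 3 exposed arrays, and the chains of −3.30 for FGA, −2.94 for FGB and −3.21 for FGG. F7 and the chains at 3.0 μg/cm2 fell by 1.29, 0.92, 1.07 and 1.09 on the log2 scale at 24 h, and by 1.87, 1.81, 1.50 and 1.62 at 72 h. F2 fell by 0.80 at 24 h (limma adjusted p = 0.000178) and by 1.17 at 72 h (adjusted p = 5.96e-05) at 6.0 μg/cm2, and at 3.0 μg/cm2 its falls of 0.44 and 0.55 stayed under the fold change threshold.
F10 was not well above background on any array at 6.0 μg/cm2 and 24 h, and was at least 2.24-fold lower than in control cells (limma adjusted p = 0.00739), though normexp background correction gave a log2 fold change of 0.17. At 72 h, F10 was well above background on 1 of 3 arrays at 6.0 μg/cm2 and was not modulated (log2 fold change −0.78, SE 0.59, limma adjusted p = 0.319). F13B was not well above background on any array at 24 h. At 72 h it was well above background on all control arrays and 1 of 3 arrays at 3.0 μg/cm2, with a log2 fold change of −2.25 (SE 0.29, limma adjusted p = 0.00491), and on no array at 6.0 μg/cm2, where it was at least 2.98-fold lower (adjusted p = 0.000106). KLK1 was well above background on 2 of 3 control arrays and no exposed array at 24 h and was not tested. At 72 h it had a log2 fold change of −1.47 at 3.0 μg/cm2 (SE 0.08, limma adjusted p = 0.000543), with 1 of 3 exposed arrays well above background, and was at least 3.99-fold lower at 6.0 μg/cm2 (adjusted p = 0.000998).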

*F2* (thrombin), *F7, F10* and *F13b* are downregulated, as are *FGA, FGB* and *FGG* (fibrinogen chains), and *KLK1* (kallikrein 1). *THBD* (thrombomodulin) is upregulated, likely reducing coagulation and activating the anticoagulant pathway. 

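THBD had a log2 fold change of 0.48 at 3.0 μg/cm2 (SE 0.06, limma adjusted p = 0.00504) and of 0.70 at 6.0 μg/cm2 (SE 0.06, adjusted p = 0.000525) at 24 h, and only the latter passed the fold change threshold. At 72 h the changes were 0.32 (SE 0.07, limma adjusted p = 0.0223) and 0.22 (SE 0.06, adjusted p = 0.0269), both under the threshold. The exposed arrays lay above all control arrays at both doses and both times.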

*PROC*, *PROS1, and TFP1* (lipoprotein-associated coagulation inhibitor) are also differentially expressed in our datasets*.* In addition, *PLAT (*tissue plasminogen activator*), PLAU* (urokinase), and *PLAUR* are upregulated. These participate in the conversion of plasminogen to plasmin, thus activating fibrinolysis to dissolve fibrin clots.

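PROC was modulated at both doses and both times, with log2 fold changes of −1.01 and −1.61 at 3.0 μg/cm2 and 6.0 μg/cm2 at 24 h and of −0.76 and −1.66 at 72 h (limma adjusted p between 3.45e-05 and 0.00172). PROS1 fell by 0.71 at 6.0 μg/cm2 at 24 h (limma adjusted p = 0.000413), and by 0.60 and 1.37 at 3.0 μg/cm2 and 6.0 μg/cm2 at 72 h (adjusted p = 0.00383 and 3.67e-05). Its fall of 0.49 at 3.0 μg/cm2 at 24 h was under the fold change threshold. The gene written TFP1 was taken to be TFPI. It rose by 1.09 at 6.0 μg/cm2 at 24 h (SE 0.06, limma adjusted p = 9.82e-05), and had a log2 fold change of −0.51 there at 72 h (SE 0.08, adjusted p = 0.00247), under the fold change threshold, while its other 2 tested probes fell past it. PLAT had log2 fold changes of 0.59 and 0.81 at 24 h (limma adjusted p = 0.00485 and 0.000975), and of 0.28 and −0.03 at 72 h, where it was not modulated. Its call at 3.0 μg/cm2 and 24 h held in 2 of the 6 fits that left out 1 array each. PLAU rose by 0.74 and 1.13 at 24 h (limma adjusted p = 0.00167 and 0.000105) and by 1.01 at 6.0 μg/cm2 at 72 h (adjusted p = 0.00107), with 0.32 at 3.0 μg/cm2 (adjusted p = 0.0894). PLAUR rose by 0.69 and 1.12 at 24 h (limma adjusted p = 0.00115 and 5.55e-05) and was not modulated at 72 h, with −0.04 and −0.08. From the upregulation of the plasminogen activators, the paper reasons that fibrinolysis is activated.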

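Of the 15 coagulation genes that the text names for the arrays, from F2 to PLAUR, 12 had a change of the same direction in all 4 combinations of dose and time. TFPI, PLAT and PLAUR did not. Of the 15 genes, 8 were modulated at 3.0 μg/cm2 at 24 h and 8 at 72 h, and at 6.0 μg/cm2, 13 and 10. F13B and KLK1 were not tested at 24 h, and their fitted changes there count only toward the directions and the comparison of the doses. Neither was well above background on any exposed array at 24 h, so that their part in these counts shows no order of the doses. For F13B, which was not well above background on the control arrays either, it shows no direction at 24 h. Of the genes modulated at 6.0 μg/cm2, 8 were modulated in the same direction at both times. The fitted change was larger at 6.0 than at 3.0 μg/cm2 for 15 genes at 24 h and for 13 at 72 h. The exposed and the control arrays at 72 h were scanned on different days. When each array was left out in turn, the direction changed for F10 and PLAUR at 3.0 μg/cm2 and for PLAT at 6.0 μg/cm2, all at 72 h.

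**Figure D4:**
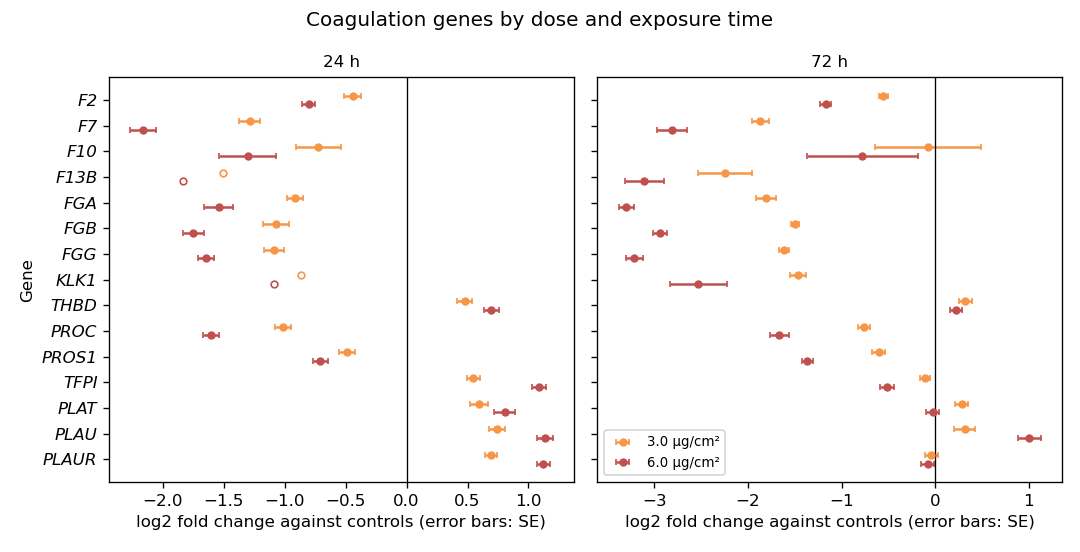
Log2 fold change against controls (horizontal axis) of 15 coagulation genes (vertical axis) at 3.0 μg/cm2 and 6.0 μg/cm2 after 24 h (left) and 72 h (right), with the standard error as error bars. Open points were not tested, since too few arrays were well above background, and most genes that are lower at 24 h are lower at 72 h.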

Although the interpretation of the direction of the regulation (up or down) of each individual molecular component of a pathway is far from being straightforward in such a complex system, it is interesting to note that key molecules of the coagulation system have a conserved modulation with both dose and time of exposure. The modifications in expression of the main transcripts of the coagulation system were confirmed by qRT-PCR (Figure 8).

**Figure 8:**
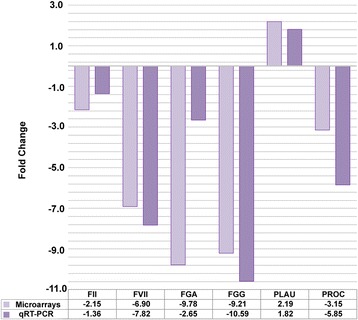
Changes in the mRNA expression measured by transcriptome and by real-time PCR. The fold changes of *FGA, F2, PLAU, FGG, F7*, and *PROC* in cells treated with fumed silica AEROSIL® 200 NPs (6.0 μg/cm^2^ at 72 h) are expressed versus untreated cells. For qRT-PCR (n = 6) normalization was based on the total RNA mass quantified on the Nanodrop. All expressions in treated cells were significantly different from controls at p < 0.05. These genes are all connected to the “coagulation pathway” and the qRT-PCR findings confirm transcriptomic data.

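On the arrays at 6.0 μg/cm2 and 72 h, with 3 exposed and 3 control arrays, FGA was 9.87-fold, FGG 9.28-fold, F7 7.02-fold, PROC 3.17-fold and F2 2.25-fold lower than in control cells, and PLAU was 2.01-fold higher. Every exposed array lay outside the range of the control arrays for the 6 genes. With each array left out in turn, the log2 fold change of FGA stayed between −3.38 and −3.25, that of F2 between −1.20 and −1.14 and that of FGG between −3.28 and −3.13. The PCR measurements were not analysed here.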

Hence it is difficult to determine if these genes activate wound healing by fibrinogenesis or if, on the contrary, they destroy fibrin clots by fibrinolysis. It is likely that both mechanisms are at work, as the coagulation system responds to injury through a cascade of events leading to the formation of a clot that is eventually degraded and resorbed through the process of fibrinolysis. It is possible that, at 24 h and 72 h after exposure, only the final stage of the process is detectable. Proteomics revealed the inhibition of thrombospondin (TSP-1) which participates in the plasminogen activation and fibrinolysis [39].

According to Napierska et al., inhaled particles are involved in a procoagulant response in lung models [40]. Available data from experimental instillation/inhalation of engineered nanoparticles are supportive of the hypothesis that a pulmonary and/or systemic inflammatory response induces a procoagulatory state [41,42]. Therefore, in coherence with the literature, our data support an effect of these silica nanoparticles on the coagulation system, and argue for the involvement of this specific mechanism starting at level 2.

#### Toxic oxidative stress (Level 3)

At the 6.0 μg/cm^2^ dose, we observed by transcriptomics the first signs of oxidative stress (Additional file 3: Table S3), caused by an imbalance between the production of reactive oxygen and the detoxification of reactive intermediates, especially the NRF2 signaling cascade, antioxidant molecules (*SOD, GPX2*), and phase I and phase II enzymes (*GST, EPHX1,GCLC and AOX1*). 

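Of the antioxidant genes at 6.0 μg/cm2 and 24 h, SOD2 had a log2 fold change of 1.89 (SE 0.06, limma adjusted p = 1.84e-05) and GPX2 of −1.36 (SE 0.08, adjusted p = 0.000105). AOX1 rose by 0.92 (SE 0.09, limma adjusted p = 0.000724). EPHX1 and GCLC fell by 0.69 (SE 0.10, limma adjusted p = 0.0033) and 0.92 (SE 0.08, adjusted p = 0.000407). Of the GST genes in Table S3, GSTA4 fell by 0.69 (SE 0.06, limma adjusted p = 0.000492). GSTA2, well above background on 2 of 3 exposed arrays, fell by 0.75 (SE 0.09, limma adjusted p = 0.00129). GSTA5 was not well above background on any exposed array and was at least 1.66-fold lower (limma adjusted p = 3.55e-05). With normexp background correction, the directions of GSTA2 and GSTA5 changed. At 3.0 μg/cm2, SOD2 rose by 1.14 (limma adjusted p = 0.000215), GPX2 fell by 0.72 (adjusted p = 0.00377) and GSTA5 was at least 1.60-fold lower (adjusted p = 0.000233), while AOX1, EPHX1, GCLC, GSTA2 and GSTA4 were not modulated.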

Proteomics clearly indicated the presence of the “NRF2-mediated oxidative stress response”, with the induction of the enzymes, PRDX1(R = 6.4) and TXNRD1(R = 13).

Our transcriptomics results highlighted the “acute phase response signaling” pathway, a nonspecific defense mechanism. This pathway is triggered by tissue injury and characterized by the upregulation of proinflammatory cytokines and acute phase proteins such as *NFKB2*, *IL6,* and *SOD2* at 3.0 and 6.0 μg/cm^2^. 

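NFKB2 had a log2 fold change of 1.04 at 3.0 μg/cm2 (SE 0.09, limma adjusted p = 0.00191) and of 1.59 at 6.0 μg/cm2 (SE 0.10, adjusted p = 0.000153) at 24 h. With each array left out in turn, the change of NFKB2 at 6.0 μg/cm2 stayed between 1.49 and 1.69 and that of IL6 between 3.62 and 3.85. For SOD2 it stayed between 1.12 and 1.16 at 3.0 μg/cm2 and between 1.86 and 1.92 at 6.0 μg/cm2. All exposed arrays of NFKB2, IL6 and SOD2 lay above all control arrays.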

“Xenobiotic metabolism signaling” is also activated, with several transcripts encoding enzymes such as *ALDHA*, *MAP2K3*, and *TNF* at 6.0 μg/cm^2^. 

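The gene written ALDHA was taken to be ALDH1A3, the aldehyde dehydrogenase of this section of Table S3. ALDH1A3 at 6.0 μg/cm2 and 24 h had a log2 fold change of 0.82 (SE 0.05, limma adjusted p = 0.000161), and at 3.0 μg/cm2 of 0.44 (SE 0.05, adjusted p = 0.00404), under the fold change threshold. MAP2K3 had a log2 fold change of 0.75 at 6.0 μg/cm2 (SE 0.07, limma adjusted p = 0.000488) and of 0.36 at 3.0 μg/cm2 (adjusted p = 0.0149). Other probes of MAP2K3 at 6.0 μg/cm2 gave log2 fold changes of −0.03 and 0.57 and were not modulated.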

Proteomics confirmed this trend with the overexpression of aldehyde dehydrogenase ALDHA (FC =20.4 and 21.5), glutathione transferase GSTP1 (FC = 11.0 and 11.3), and heat-shock protein HSP90A (FC = 14.2 and 19.4), at 3.0 and 6.0 μg/cm^2^, respectively.

### Toxicogenomics and risk assessment

The hierarchical response of alveolar epithelial lung cells (Figure 7) illustrates quantitatively the perspectives developed by A. Nel and colleagues [28,31,43] regarding the safety assessment of nanomaterials.

The genome-wide response to nanomaterial exposure remains largely unexplored and the use of omics technologies in the safety assessment of nanomaterials would be interesting for predictive toxicology [25]. We have demonstrated that toxicogenomics can provide a quantitative assessment of toxicity and, at the same time, gives information about the mode of action of toxicants, possibly revealing adverse outcome pathways (AOPs). In their vision and strategy for toxicity testing in the 21^st^ century, the National Research Council cited the linkage of adverse effects to specific toxicity pathways and “Applications of Toxicogenomic Technologies to Predictive Toxicology and Risk Assessment”. Recently, EFSA delivered a scientific report recommending for future work and research the use of omics technologies and AOPs in the context of the prioritization of chemicals for risk assessment [44].

In our study, the use of these two techniques allowed us to establish a precise dose–response curve of fumed silica NPs, with a NOTEL, and to link these doses to specific pathways, allowing insights into mechanistic information for both intracellular and extracellular compartments.

## Conclusions

Transcriptomic and proteomic approaches were combined in the current study to investigate quantitatively the effects of AEROSIL® 200 fumed silica NPs in A549 epithelial lung cells, and within their close environment to decipher their mode of action. Such an alliance of omics has rarely been reported regarding the toxicological effects of NPs. Our main findings allowed the setting of a NOTEL (no observed transcriptional effect level) for fumed silica NPs at 1.0 μg/cm^2^, a threshold lower than values previously obtained with conventional viability tests. Moreover, the NOTEL may be a relevant indicator of biological exposure for use in quickly benchmarking doses of chemicals and mixtures in toxicology.

These techniques allowed us to establish a hierarchical dose–response curve of fumed silica NPs, linking doses to adverse outcome pathways, and delivering not only quantified cytotoxic values but also mechanistic information for both the intracellular and extracellular compartments. Monitoring the overall effects rather than those of isolated genes/proteins thus allows for a better understanding of the cellular mechanisms involved in the response to a toxic substance, without losing the possibility to analyze very specific molecular effects. As in photography, toxicogenomics allows, at the same time, the acquisition of a wide vision of biological responses and a “zoom” into the details with a great depth of field. Indeed the hypotheses generated by these results regarding a specific adverse effect can be studied further with more focused techniques. This approach might be adapted to any type of potentially toxic substance, alone or in a mixture, in cellular models as a predictive tool for toxicity assessment in a future regulatory perspective.

## Methods

### Nanoparticle characterization

AEROSIL® 200 particles (hydrophilic fumed silica, from Evonik, Germany) are extrapure (SiO_2_ > 99.8%), nanosized (12 nm diameter), and have a high specific surface area of 200 m^2^/g, according to the supplier. These nanoparticles were used “as received”. The aggregation states of the nanoparticles were analyzed by dynamic light scattering (n = 3) in the culture medium, with/without serum, using the Zetasizer Nano ZS (Malvern Instruments Ltd, UK). Atomic force microscopy imaging was performed with a Multimode and Nanoscope V instrument (Veeco, Santa Barbara, CA, USA) mounted with an EV Scanner and silicium tips (*K* = 0.58 N/nm, Bruker). Sample preparation consisted of the deposition of 5 μl SiO_2_ NP suspension (at 10 μg/ml in pure water) on freshly cleaved Mica (Muscovite from SPI, France). After 1 min., the sample was dried under vacuum. Amplitude and height images were recorded in peak force mode. The resulting pictures were plane-fitted and flattened with the supplied Nanoscope Analysis software (Brucker) V 1.40.

### Cell culture

The A549 human alveolar epithelial cell line (CCL −185™) was obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). Cells were cultured in DMEM/F12 medium (Invitrogen) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (100 U/mL, 100 μg/mL) and incubated in a humidified incubator at 37°C and 5% CO_2_. Cells were used between passages 20 to 40. Cells were passed twice a week and the medium was changed three times per week, keeping confluence below 80%.

### Cell viability tests

*ATP tests.* A549 cells were grown in 96-well plates. The cells were exposed for 24 h at serial dilutions of SiO_2_ NPs in serum-free medium (from 0.3 μg/cm^2^ to 30.3 μg/cm^2^ of cell surface). Cells were washed with PBS and cell viability was determined by the ATP test (Cell Titer-Glo luminescent cell viability Assay), as specified by the supplier (Promega). Briefly, 100 μl kit reagent were added per well and the plate was shaken for 10 min. at RT before measuring bioluminescence with a LUMIstar Galaxy instrument (BMG).

*XTT tests.* A549 cells were grown in 96-well plates. The cells were exposed for 24 h at serial dilutions of SiO_2_ NPs in serum-free medium. Cells were washed with PBS and cell viability was determined by the XTT test (Sigma-TOX2, *In Vitro* Toxicology Assay Kit, XTT based), as recommended by the supplier (Sigma-Aldrich). Briefly, 20 μl kit reagent were added per well and the plate was incubated for 2 h at 37°C before reading the absorbance at 450 nm and 690 nm with a Multiscan Spectrum spectrophotometer (Thermo Electron Corporation).

### Real-time impedance measurement (Xcelligence)

A background resistance of the E-plates (ACEA) was determined with 100 μl culture medium. A549 cells were seeded in E-plates at 10,000 cells in 100 μL. E-plates were placed into the Real-Time Cell Analyzer (RTCA) station (ACEA) and incubated at 37°C. Cells were grown for 24 h, with impedance measured every minute during 14 h (adhesion phase), then every 15 min. (growth phase) for 14 h. After 28 h, cells were exposed (n = 3) to SiO_2_ NPs at 1.5, 3.0, 6.0, 25, and 50 μg/cm^2^, and were monitored every minute during 12 h (early effects) then every 15 min. for 100 h (late effects). The impedance of control cells without SiO_2_ NPs was also recorded. Cell index (CI) raw data values were calculated by the apparatus software (RTCA software 2.0). Normalized cell indexes were also calculated by the software at a selected normalization time point, which was chosen as the time just before the addition of nanoparticles.

### Microarrays (Agilent Human V2 4x44K)

A549 cultures (biological triplicate) were exposed to five concentrations of SiO_2_ NPs (0.1, 1.0, 1.5, 3.0, and 6.0 μg/cm^2^) and serum-free medium (control cells) for 24 h, and exposed to two concentrations of SiO_2_ NPs (3.0 and 6.0 μg/cm^2^) for 72 h. Total RNAs were extracted using the RNeasy Mini Kit (Qiagen). RNAs were quantified with the NanoDrop 1000 spectrophotometer and their qualities were assessed with the Agilent 2100 Bioanalyzer (Agilent). RNA samples were amplified and labeled with cyanine-3 fluorophore using a Low Input Quick Amp Labeling Kit (Agilent). Hybridization (n = 3) was performed with Human V2 4x44K oligo microarrays (Agilent). Fluorescence was scanned (Agilent Scanner) and signal data were extracted with Feature Extraction software (Agilent).

### Statistical analysis for transcriptomics

Five independent analyses were conducted, namely SiO_2_ NP-exposed cells versus control cells at five different concentrations: 0.1, 1.0, 1.5, 3.0, and 6.0 μg/cm^2^. For each analysis, six fluorescence data files (three for exposed cells and three for control cells) were submitted to GeneSpring GX 11 software (Agilent Technologies) using a widespread method for determining the significance change of gene expression [45,46]. The fold change cutoff between control and exposed samples was set to 1.5. Genes significantly up- or downregulated were determined by an unpaired t-test with a p-value below 0.05 and a Benjamini-Hochberg false discovery rate correction. We thus obtained lists of genes that were significantly induced or repressed after exposure to NPs.

### qRT-PCR validation of microarray data focused on coagulation

Validation of whole-genome expression microarray was performed by qRT-PCR on a representative list of significant genes. Total RNA was isolated according to the manufacturer's instructions using the RNeasy kit (Qiagen) and treated with DNase. RNA purity and concentration were determined by UV on a Nanodrop® Spectrophotometer and integrity was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies). Differential analysis of transcripts from cells exposed to 6.0 μg/cm^2^ SiO_2_ NPs for 72 h versus unexposed cells was performed by qRT-PCR on Opticon II (Biorad) with the Sybr Green PCR Master Mix (Finzyme) kit according to the manufacturer's instructions. Measurements were means of sextuplets (duplicates of three independent experiments). Primer sequences are listed in the Additional file 4: Table S4.

### Sample preparation for shotgun proteomics and tandem mass spectrometry

Culture supernatants of control cells and those exposed to fumed silica NPs during 24 h were collected and pooled (v = 2.5 mL per condition, biological triplicates). Proteins from each sample were precipitated with 10% trichloroacetic acid after the addition of a one-quarter volume of trichloroacetic acid at 50% (w/vol). The solutions were vortexed and then incubated on ice for 10 min. The samples were centrifuged at 16,000 g for 10 min. at 4°C. The resulting pellet was dissolved in 45 μl 1X LDS (Invitrogen). These samples were heated at 99°C for 5 min. and then loaded onto a 10% NuPAGE gel (Invitrogen) for a short electrophoresis in MOPS buffer. The polyacrylamide bands containing the whole exoproteomes were processed as previously described [47]. The resulting peptides (10 μl of the 40 μl generated with the procedure) were analyzed with an LTQ-Orbitrap XL hybrid mass spectrometer (ThermoFisher) coupled to an UltiMate 3000 Nano LC System (Dionex-LC Packings), as described previously [48].

### Protein identification and quantification by shotgun proteomics

The MS/MS spectra were searched against the SwissProt database (release SwissProt_2013_01.fasta) totaling 65,754 protein sequences from mammals. Searches for trypsic peptides were performed with the following parameters: full-trypsin specificity, a mass tolerance of 5 ppm on the parent ion and 0.5 Da on the MS/MS, carbamidomethyl Cys as static modification and oxidized Met as dynamic modification, and maximum number of missed cleavages set at 2. All peptide matches with a peptide score below a p-value of 0.05 were filtered. A protein was considered to be validated when at least two different peptides were detected in the same experiment. The false-positive rate for protein identification was estimated using the appropriate decoy database as below 1%. The number of MS/MS spectra per protein (spectral counts) was determined for each sample. Spectral counts were then compared using the TFold method of the PatternLab software [49]. Fold change and p-value cutoffs were set at 2.0 and 0.05, respectively.

### Integrative biological analysis

Cellular function and localization of identified genes and proteins were obtained with the Ingenuity Pathway Analysis software (Ingenuity Systems, US).

Lists of genes or proteins significantly induced or repressed after exposure to NPs were uploaded into Ingenuity Pathway Analysis software for biological analysis by comparison with the Ingenuity Knowledge Database. These lists of altered genes or proteins were then processed to investigate their functional distribution, as defined by Gene Ontology. Datasets were analyzed with several tools such as SecretomeP, SignalP, Exocarta and Vesiclepedia. Known canonical pathway associations were measured by IPA by using a ratio of the number of genes or proteins from datasets that map to the pathway divided by the total number of constitutive genes or proteins that map to the canonical pathway. A Fisher’s exact test was used to determine a p-value representing the significance of these associations.

### Availability of supporting data section

The data sets supporting the results of this article are available as Additional files. The raw data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus (GEO) repository and are accessible through GEO Series accession number (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63806).

## Additional files

Additional file 1: Table S1. List of genes significantly differentially expressed upon exposure to AEROSIL® 200 fumed amorphous silica NPs versus control cells. Three different A549 cultures were exposed to five concentrations of SiO_2_ NPs (0.1, 1.0, 1.5, 3.0, and 6.0 μg/cm^2^) and serum-free medium (control cells) for 24 h, and to two concentrations (3.0 and 6.0 μg/cm^2^) for 72 h. Hybridization (n = 3) was performed with Human V2 4x44K oligo microarrays (Agilent). The fold change cutoff between control and exposed samples was set to 1.5. Genes significantly up- or downregulated were determined by an unpaired t-test with a p-value below 0.05 and a Benjamini-Hochberg false discovery rate (n = 3). Additional file 2: Table S2. List of proteins identified in the exoproteome by nanoLC-MS/MS. Spectral counts per protein measured for each of the nine samples; control (Ctrl), first concentration (C1), and second concentration (C2), with three replicates, are indicated, as well as the PatternLab statistical results (fold change, p-value, signal +, signal -, class) for the three possible comparisons (C1 versus Crtl; C2 versus Crtl; C2 versus C1). The patternLab classes are: blue (identifications that satisfied both the fold and statistical criteria), orange (identifications that did not meet the fold criterion but have low p-values), green (identifications that satisfied the fold criteria but this was most likely to have happened by chance), and red (identifications that did not meet the fold and p-value criteria). Additional file 3: Table S3. List of genes and proteins supporting the hierarchical stress response. A549 cells were exposed to 1.5, 3.0, and 6.0 μg/cm^2^ silica NPs for 24 h. Fold changes of genes and proteins significantly up- or downregulated were determined by an unpaired t-test (p < 0.05) and a false discovery rate correction. Gene symbols are indicated in italics, protein symbols are not italicized. * Transcripts whose expression is identical in control cells and in NPs-exposed cells. Additional file 4: Table S4. List of primers used in qRT-PCR. Differential analysis of transcripts from cells exposed to 6.0 μg/cm^2^ SiO_2_ NPs for 72 h versus unexposed cells was performed by qRT-PCR with the Sybr Green PCR Master Mix (Finzyme) kit according to the manufacturer's instructions on Opticon II (Biorad). This pool of genes represents the “coagulation system” pathway.

# Supplementary material for: High-throughput, quantitative assessment of the effects of low-dose silica nanoparticles on lung cells: grasping complex toxicity with a great depth of field
**Source:** BMC Genomics. 2015 Apr 18;16(1):315. doi: 10.1186/s12864-015-1521-5
**Supplement:** Additional file 3: Table S3. — List of genes and proteins supporting the hierarchical stress response. A549 cells were exposed to 1.5, 3.0, and 6.0 μg/cm2 silica NPs for 24 h. Fold changes of genes and proteins significantly up- or downregulated were determined by an unpaired t-test (p < 0.05) and a false discovery rate correction. Gene symbols are indicated in italics, protein symbols are not italicized. * Transcripts whose expression is identical in control cells and in NPs-exposed cells.

**Table S3: List of transcripts representative of stress-response pathways.**

# Supplementary material for: High-throughput, quantitative assessment of the effects of low-dose silica nanoparticles on lung cells: grasping complex toxicity with a great depth of field
**Source:** BMC Genomics. 2015 Apr 18;16(1):315. doi: 10.1186/s12864-015-1521-5
**Supplement:** Additional file 4: Table S4. — List of primers used in qRT-PCR. Differential analysis of transcripts from cells exposed to 6.0 μg/cm2 SiO2 NPs for 72 h versus unexposed cells was performed by qRT-PCR with the Sybr Green PCR Master Mix (Finzyme) kit according to the manufacturer's instructions on Opticon II (Biorad). This pool of genes represents the “coagulation system” pathway.

**Table S4. List of primers used for qRT-PCR**

| **Gene ID** | **Forward primer** | **Reverse primer** | **Amplicon (bp)** |
| --- | --- | --- | --- |
| *FGA* | 5’ TGCATCACAGATGAACCCCA 3’ | 5’ CAAGGCAATACGTGTGAGTGT 3’ | 204 |
| *F2* | 5’ GCATCGTCTCATGGGGTGAA 3’ | 5’ CCAGAATATGAGTGGCCCCC 3’ | 132 |
| *PLAU* | 5’ ACTCCAAAGGCAGCAATGAAC 3’ | 5’ GACAGTGGCAGAGTTCCAGG 3’ | 248 |
| *FGG* | 5' TCACGCTGGCCATCTCAATG 3’ | 5’ TCTGGTCTGACCTGTTTGGC 3’ | 216 |
| *PROC* | 5’ TCTTCGTCCACCCCAACTAC 3’ | 5’ GGTTTCTCTTGGCCTCCTTC 3’ | 213 |
| *F7* | 5’AACTGTCCTGGCACCAAATC 3’ | 5’TGCCTCTGCCTCTCATCTTT 3’ | 234 |

How the deposited data were processed for this re-analysis (not part of the article)

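Gene expression in A549 cells exposed to fumed silica NPs was measured on 38 single-dye microarrays, at 5 doses for 24 h and at the 2 higher doses also for 72 h, with control cells for each set. The authors deposited the scanner output of each array. Its processed signal is an intensity that the authors' scanner software had corrected for background and for trends across the array, and it was not normalized between arrays. The same output holds the median intensity of each spot and of its local background, as deposited without any correction, and the scanner's marks for spots that are well above background, saturated, non-uniform or outliers among replicate spots. The authors also deposited a series matrix, whose 1690810 values equal these median intensities within 0.01. The paper's text names no normalization and no filter on dim probes for the arrays. It gives an unpaired t-test with the Benjamini-Hochberg correction, p under 0.05 and a fold change of at least 1.5.

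Values were computed in R 4.3.3 with limma 3.58.1, data.table 1.17.8 and statmod 1.5.0, and figures drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The 75th percentile of each array was subtracted on the log2 scale, control spots and the scanner's non-uniform and outlier spots were left out, and spots of a probe were averaged. Each dose and time was compared with its own controls by limma (lmFit and eBayes), over probes well above background on every array of at least 1 of both groups. Differences between 24 h and 72 h were tested as an interaction in 1 limma fit per dose. Adjusted p are Benjamini-Hochberg values over all probes tested. Confidence intervals of 95% are exact Clopper-Pearson intervals for counting error. The signal over background and the number of arrays limit the precision, and no depth in counts exists for arrays.

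Named genes were chosen by a rule: every gene that the paper's text names for an array measurement, the genes of Table S1 at 0.1 and at 1.0 μg/cm2, and for each dose and time the 2 rising and 2 falling transcripts with the largest log2 fold change among those modulated without overlap between exposed and control arrays. A gene was represented by its probe in Table S1 with the largest fold change, or, where Table S1 lists none, by its probe with the highest mean signal over all arrays. The genes of Table S3 were tallied. Table S1 was read in full except at 6.0 μg/cm2, where the first 1996 of the 2256 rows at 24 h and the first 1997 of the 3878 rows at 72 h could be read.

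The 8 gene lists, for clathrin-mediated endocytosis, coagulation, heat shock, secreted hepatocyte proteins, NF-kB targets, NRF2 targets, the unfolded protein response and 1 more set of genes whose result is not reported here, were tested with limma's fry and camera on 1 probe per gene, adjusted over the lists of a comparison, and against 10000 random lists matched on signal. At 0.1 μg/cm2, fry called the NF-kB list (median 0.05, adjusted p = 0.000704, 20 of 28 genes higher) and none of the others named. This call was lost with normexp (adjusted p = 0.767), quantile normalization (0.149), no filter on dim probes (0.261) and camera (0.173), and without exposed replicate 3 (0.0603) or 4 (0.054). At 1.0 μg/cm2 it called the NF-kB and the NRF2 lists, the latter with a median of −0.16 (adjusted p = 0.0282, 26 of 34 genes lower), which became 0.02 under quantile normalization (adjusted p = 0.752) and lost its call in 6 of the 8 fits without an array (adjusted p from 0.0526 to 0.0991). It called none of those named at 1.5 μg/cm2 over all arrays, and over the arrays matched to Table S1 only the unfolded protein response list (median 0.07, adjusted p = 0.0351, 12 of 20 genes higher). At 72 h the clathrin list fell by a median of 0.16 at 3.0 μg/cm2 (adjusted p = 0.00124) and 0.14 at 6.0 μg/cm2 (adjusted p = 0.00258).

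The alternatives were the methods' t-test with and without the adjustment, normexp background correction, quantile normalization, no filter or a stricter filter on dim probes, outlier spots kept, no fold change threshold, all arrays of a set in 1 fit, the replicate number or the slide as a block, the series matrix values, replicates 1 to 3 only, the arrays matched to Table S1, gene symbols in place of probes, and each array left out in turn. The normexp correction was run on the median intensities with an offset of 50, which shrinks the fold changes of dim probes by construction. The tests were tested on simulated data with 200 transcripts changed by 1.5 on the log2 scale. The simulated arrays were independent, and smaller changes of single transcripts were not simulated. At 1.0 μg/cm2 limma called 96% of them and 7 unchanged transcripts, and the methods' t-test 89%. On the arrays at 1.5 μg/cm2 it called 87.5% and 10 unchanged ones, and the t-test 77.5%. At 6.0 μg/cm2 and 24 h limma called 96.5% and 3 unchanged ones, and the t-test 87%. The test of the difference between times called 89% and 7 unchanged ones. Fry called the 1 raised list and 0 of the others. The proteomic, viability, impedance and PCR measurements were not analysed here.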

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

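The tests of explanations in this part were chosen only after the results were seen, except the splits of the arrays at 1.0 μg/cm2 for the number of modulated transcripts, which were set beforehand.

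In groups of 4 arrays, 5 of the 60 sets of values tested held an array far from the others, where chance gives about 3. The median local background was 30 on replicate 1 at 0.1 μg/cm2, against 28 on the nearest array, and 23 on replicate 2 at 1.5 μg/cm2, against 22. FXYD3 had a log2 value of −4.34 on replicate 4 at 0.1 μg/cm2 (nearest −4.23). Among the controls at 1.5 μg/cm2, ORM1 had −4.54 on replicate 1 (nearest −4.76) and ARHGAP24 −6.43 on replicate 2 (nearest −5.44). No biological explanation was tested for these arrays.

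A test of the difference between 72 h and 24 h in one limma fit per dose, with a difference of at least 1.5-fold, gave 1205 transcripts at 3.0 μg/cm2, 479 of them higher at 72 h and 726 lower, and 3888 at 6.0 μg/cm2, 1833 higher and 2055 lower. Of 100 regroupings of the arrays within each time, only 1, the real one, gave as many at either dose, with next largest counts of 787 and 3557. Regrouping the arrays of one time leaves the effect at the other time as a difference, so that this does not exclude chance. The exposed arrays at 72 h were scanned on a day of their own, so that for the 1205 transcripts the scan day and the exposure time cannot be told apart. Both doses share that day. Of the 3888 transcripts, 768 had a difference that was larger at 6.0 μg/cm2 than at 3.0 μg/cm2 in a limma test over all probes, where 47 false calls are allowed (283 and 15 with normexp). This argues against the scan day as their whole cause. For the other 3120 (3605 with normexp) the scan day stays open. The slide stays open for all of them, since the exposed arrays of the doses at 72 h lay in part on different slides. A biological difference between the exposure times stays open as well.

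Among the named genes, this test gave differences in log2 fold change, 72 h minus 24 h, at 3.0 μg/cm2 of 0.97 for IL8, 1.17 for CCL5, −0.89 for FGA, −0.60 for KLK1, −0.66 for TFPI, −0.74 for PLAUR, −0.65 for SOD2, −0.84 for GSTA2, −0.65 for EPHX1 and −0.73 for NFKB2. With 6.0 μg/cm2 the differences were 0.63 for EPS15, −1.46 for IL6, −1.07 for TREM1, −0.65 for F7, −1.27 for F13B, −1.76 for FGA, −1.19 for FGB, −1.57 for FGG, −1.45 for KLK1, −0.66 for PROS1, −1.60 for TFPI, −0.83 for PLAT, −1.20 for PLAUR, −1.27 for SOD2, −1.29 for GSTA2, −1.62 for GSTA5, −0.71 for EPHX1, 0.81 for GCLC and −0.87 for ICAM1. IL8, CCL5, TREM1, F13B, KLK1, GSTA2 and GSTA5 were each not well above background on some of the arrays, as were IL6 and F7 on 1 array each at 72 h, and the background limits how far the size of their differences can be known. For single genes the scan day and the slide stay open.

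The gene lists differed between the times as well. The median difference, 72 h minus 24 h, at 3.0 μg/cm2 was −0.072 for clathrin-mediated endocytosis, −0.17 for coagulation, −0.35 for secreted hepatocyte proteins, −0.31 for NF-kB targets and −0.29 for the unfolded protein response. The corresponding differences at 6.0 μg/cm2 were −0.051, −0.65, −0.78, −0.54 and −0.68, with 0.11 for heat shock and −0.001 for NRF2 targets, of which 17 genes were higher and 17 lower. The unfolded protein response list, with 1 gene named by the study, had median log2 fold changes of 0.26 (limma's fry, adjusted p = 6.2e-05) and 0.44 (adjusted p = 5.41e-07) at 24 h, and of −0.04 (adjusted p = 0.661) and −0.11 (adjusted p = 0.00995) at 72 h. All exposed arrays at 72 h were scanned on another day, but the difference was further down at 6.0 μg/cm2 than at 3.0 μg/cm2, scanned on the same days, by a median of −0.289 (limma's fry, adjusted p = 1.95e-06, 20 of 20 genes). This argues against the scan day as its whole cause at 6.0 μg/cm2, and at 3.0 μg/cm2 the scan day stays open. The slide stays open at both doses.

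Signals outside the genes that the paper discusses also appeared. ICAM1 and ID4 at 1.0 μg/cm2, with log2 fold changes of 0.84 and −1.19, are listed only in Table S1. Of the 35 splits of the arrays at 1.0 μg/cm2, the real one included, 3 gave as many modulated transcripts, so that chance cannot be excluded for their number. The largest changes at 1.5 μg/cm2 were 2.79 for THSD4 and 2.61 for FLJ11710, both well above background on 2 of 4 control arrays, and −1.23 for CACNG8 and −1.10 for RASSF10, which kept its call in 1 of the 8 fits without an array. At 24 h, C11orf96 rose by 4.97 at 3.0 μg/cm2 and 6.43 at 6.0 μg/cm2, with 1 of 3 control arrays well above background. DMRTC1 had a fitted change of −2.76 at 3.0 μg/cm2 and was at least 3.36-fold lower. LOC283587 had −3.51 at 6.0 μg/cm2, at least 5.32-fold lower, and VIL1 −3.49, at least 9.96-fold lower.

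At 72 h, RTBDN had a fitted change of 3.07 at 3.0 μg/cm2, at least 2.38-fold higher, and kept its call in 3 of the 6 fits without an array. SLC17A4 had −2.51, at least 1.78-fold lower, and DMRTC1 −2.51, at least 4.39-fold lower. In cells exposed to 6.0 μg/cm2, PTX3 had 4.13, at least 5.65-fold higher, TF had −4.62 with 1 of 3 exposed arrays well above background, and ADH6 −4.45, at least 6.75-fold lower. Of the 2749 transcripts modulated at 6.0 μg/cm2 at 72 h and not at 24 h, 529 differed from 3.0 μg/cm2, scanned on the same day, in the direction of their change, in a limma test over all probes where 52 false calls are allowed (163 and 19 with normexp). This argues against the scan day as their whole cause, while for the other 2220 the scan day cannot be told apart from the exposure. The slide stays open for all 2749.

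The list of secreted hepatocyte proteins, 9 of whose 35 genes are named by the study, had medians of −0.30 and −0.46 at 24 h and of −0.78 and −1.62 at 72 h (limma's fry, adjusted p from 5.43e-06 to 0.00139). Over the genes well above background on every array the medians were −0.21, −0.36, −0.77 and −1.36. With normexp background correction the fall at 6.0 μg/cm2 at 24 h was absent, with a median of 0.04 (limma's fry, adjusted p = 0.102), and the other falls stayed. The heat shock list, with 5 named genes, had 0.29 at 6.0 μg/cm2 at 24 h (adjusted p = 0.000793) and 0.27 at 72 h (adjusted p = 0.000614), against 0.006 (adjusted p = 0.234) and 0.09 (adjusted p = 0.00721) at 3.0 μg/cm2. The difference of the hepatocyte list between the times was further down at 6.0 μg/cm2 than at 3.0 μg/cm2 by a median of −0.52 (limma's fry, adjusted p = 0.000349, 20 of 24 genes), which argues against the scan day as its whole cause at 6.0 μg/cm2, and for the heat shock list the scan day stays open. For both lists the slide stays open. The list of NF-kB targets at 1.0 μg/cm2 had a median of 0.19 (limma's fry, adjusted p = 5.83e-05), with 24 of 27 genes higher. Only 1 of 35 splits of the arrays, the real one, gave a median as far from 0, the median lay above 100 percent of random lists matched on signal, and with each array left out in turn the adjusted p of limma's fry was at most 0.000627. These tests argue against chance, the signal level and a single array. A response of these genes to the NPs is a hypothesis, and the dependence within pairs of arrays stays open.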

How the results depend on the processing

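Settings with the array pairs as a random block, with the slide as a random block in a fit of all arrays of a set, and with the t-test on the arrays matched to Table S1 were chosen only after seeing the data. The planned slide block at 72 h could not be fitted on 6 arrays and was not run.

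At 0.1 μg/cm2, the main count of 0 (limma, 2049 with an unadjusted p under 0.05) became 1 with the methods' t-test, 143 with its unadjusted p and 2 with all arrays of the set in one fit. Leaving out each array in turn gave 0 or 1, the 1 without control replicate 4. The main count of 2 at 1.0 μg/cm2 became 7 with the methods' t-test, 111 with its unadjusted p, 4 without the fold change threshold, and 1 with normexp background correction, with probes well above background on every array, with outlier spots kept or with the series matrix values. It was 0 by limma with no filter on dim probes (3224 with an unadjusted p under 0.05), with the slide as a block (2574), with replicates 1 to 3 only (1884) and with the array pairs as a random block (872). Single arrays left out gave between 1 and 4, with 4 without exposed replicate 1 and 1 without control replicate 2. The cause was not tested.

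The main count of 522 at 1.5 μg/cm2 became 298 with the methods' t-test, 881 with its unadjusted p, 178 with normexp, 262 with no filter on dim probes, 191 with the series matrix values, 56 with replicates 1 to 3 only, 261 with the arrays matched to Table S1, and, on those arrays, 15 with the methods' t-test and 884 with its unadjusted p. The array pairs as a random block gave 92. The fits without 1 array lay between 276 and 568, with 283 without exposed replicate 3 and 276 without exposed replicate 4. Fewer arrays are part of the construction of the settings on 3 replicates, and smaller fold changes of dim probes part of that of normexp. Otherwise the cause was not tested. Quantile normalization gave 389, the stricter filter 356, outlier spots kept 495 and no fold change threshold 723.

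The normexp offset of 50 shrinks the fold changes of dim probes by construction. With normexp, the counts were 227 and 803 at 3.0 μg/cm2 and 6.0 μg/cm2 at 24 h and 495 and 1978 at 72 h. Without the fold change threshold, which by construction can only add transcripts, they were 2695, 7600, 5902 and 10005. The series matrix values gave 233 and 938 at 24 h. Without 1 array each, the counts lay between 534 and 691 and between 1944 and 2128 at 24 h, and between 972 and 1455 and between 3485 and 4025 at 72 h. The median of all probes at 6.0 μg/cm2 at 24 h moved from −0.03 to 0.10 with normexp, where 58.7% of the modulated transcripts were higher, against 42.4%. At 6.0 μg/cm2 at 72 h it moved from 0.04 to −0.10 with the series matrix values. Apart from the constructions named, the cause was not tested.

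The overlap of both doses at 24 h was 96.5% with the methods' t-test, 90.8% with its unadjusted p, 89.3% with no filter on dim probes, 90.0% with the stricter filter and 99.1% with the series matrix values, and with each array left out between 87.7% and 94.5%. At 72 h it was 92.0% with the methods' t-test, 84.4% with its unadjusted p, 90.7% with normexp, 77.7% with the stricter filter, 83.2% without the fold change threshold, 82.6% with all arrays in one fit, 82.0% with the slide as a random block, 91.4% with the series matrix values and 89.4% among gene symbols, and with each array left out between 75.7% and 92.0%. The coagulation genes changed at 3.0 μg/cm2 at 72 h were 7 with normexp and 19 without the fold change threshold. Without 1 array each they lay between 9 and 13 there, 9 and 10 or 15 and 16 at 24 h, and 17 and 20 at 6.0 μg/cm2 at 72 h. The transcripts that differ between the times were 555 and 2498 with normexp and 4652 and 8564 without the fold change threshold, and between 827 and 1361 and between 3607 and 4022 with each array left out. The normexp offset acts on these counts by construction, and otherwise the cause was not tested.

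Replicate numbers were not taken to pair the samples, since in no comparison did the deviations of all arrays with the same number have correlations across probes over 0.1. The correlations were over 0.1 for 3 of 4 pairs at 1.5 μg/cm2 (−0.015 to 0.38), 2 of 3 at 3.0 μg/cm2 and 1 of 3 at 6.0 μg/cm2 at 24 h, whose pairs each share a slide, and for none at 0.1 μg/cm2, at 1.0 μg/cm2 (−0.43 to −0.26) or at 72 h. With the replicate number as a block, limma gave 0 at 1.0 μg/cm2 (2177 with an unadjusted p under 0.05), 548 at 1.5 μg/cm2 and an overlap of 89.5% at 72 h, and limma's fry an adjusted p of 0.0607 for the NF-kB list at 0.1 μg/cm2. The cause was not tested.

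Of 123 tested combinations of a named gene with a comparison, 73 were modulated and 65 of these kept their call with each array left out. The direction and the call were the same in 119 with the methods' t-test, 88 with normexp, 117 with quantile normalization and 96 with the series matrix values. Directions changed with normexp at 6.0 μg/cm2 at 24 h for ACTA1 (0.34), ORM1 (0.23), ROCK1 (0.10), ARHGAP24 (0.21), PPP1R12B (0.29), RAPGEF2 (0.11), F10 (0.17), GSTA2 (0.19) and GSTA5 (0.12), and at 3.0 μg/cm2 for ORM1 (0.068) and RAPGEF2 (0.036). They changed with quantile normalization for ACTA1 at 6.0 μg/cm2 at 24 h (0.023) and PLAT at 6.0 μg/cm2 at 72 h (0.001), and with the series matrix values at 24 h for ARHGAP24 (−0.01) and PPP1R12B (−0.023) at 3.0 μg/cm2, RAPGEF6 at 3.0 μg/cm2 (−0.11) and 6.0 μg/cm2 (−0.18), and TREM1 at 6.0 μg/cm2 (−0.10). F10, GSTA2, GSTA5 and TREM1 were not well above background on every array of both groups. The normexp offset shrinks the changes of dim probes by construction, and its part in the changed directions was not tested. Otherwise the cause was not tested either.

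With each array left out, the direction changed at 24 h for ACTA1 at 6.0 μg/cm2 (−0.15 to 0.072), EPS15 at 3.0 μg/cm2 (−0.10 to 0.18) and 6.0 μg/cm2 (−0.28 to 0.011), ORM1 at 3.0 μg/cm2 (−0.14 to 0.13), ROCK1 at 6.0 μg/cm2 (−0.22 to 0.043), ARHGAP24 (−0.064 to 0.17), PPP1R12B (−0.085 to 0.38) and RAPGEF2 (−0.18 to 0.019) at 3.0 μg/cm2, and RAPGEF6 at 3.0 μg/cm2 (−0.14 to 0.28) and 6.0 μg/cm2 (−0.16 to 0.26). At 72 h it changed for F10 at 3.0 μg/cm2 (−0.67 to 0.42), PLAT at 6.0 μg/cm2 (−0.062 to 0.014) and PLAUR at 3.0 μg/cm2 (−0.077 to 0.013). None of these changes was modulated over all arrays, and the cause was not tested. For the lists, fry called 31 of 56 combinations, and between 30 and 33 with each array left out.

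Signal over background limits the folds of genes that were not well above background on any array of a group, for which only bounds are given, and leaves out of the tests probes that were well above background on only part of the arrays of both groups.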

Differences from the paper's values

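No test in this part was chosen only after the result was seen, apart from the settings named as such.

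The paper's value for the transcripts modulated at 0.1 μg/cm2 is 5, in its text and in Table S1, and the value here is 0 by limma, with 2049 at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within the paper's value: the methods' t-test gave 1, its unadjusted p 143, all arrays of the set in one fit 2, leaving out control replicate 4 gave 1, and all others gave 0. For 1.0 μg/cm2, Table S1 of the paper lists 5 transcripts and the value here is 2. Of the alternatives set before the data were examined, the methods' t-test (7), no fold change threshold (4) and leaving out exposed replicate 1 (4) came within 1.5 times the paper's value, and the others did not.

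For 1.5 μg/cm2 the paper's count is 255, in its text and in Table S1, and the value here is 522 over all 4 arrays of each group. Of the alternatives set before the data were examined, these came within 1.5 times the paper's value: the methods' t-test (298), normexp (178), no filter on dim probes (262), the stricter filter (356), the series matrix values (191), the arrays matched to Table S1 (261), gene symbols (355), and leaving out exposed replicate 1 (367), 3 (283) or 4 (276) or control replicate 3 (364). These did not: the unadjusted p of the t-test (881), quantile normalization (389), outlier spots kept (495), no fold change threshold (723), the replicate number or the slide as a block (548 for both), replicates 1 to 3 only (56), and leaving out exposed replicate 2 (430) or control replicate 1 (568), 2 (426) or 4 (406). On the arrays matched to Table S1, settings chosen after seeing the values gave 15 with the methods' t-test and 884 with its unadjusted p.

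The paper lists HIP1, ORM1 and VEGFA as induced at 1.5 μg/cm2. Over all arrays HIP1, with a log2 fold change of 0.55, was under the fold change threshold, and it was modulated over the arrays matched to Table S1. Over the latter arrays, ORM1 at 0.72 and VEGFA at 0.58 were not modulated, and over all arrays they were. The paper states that IL8 and TNF are higher from 3.0 μg/cm2 on. At that dose IL8, at 0.63, did not pass the adjusted p, and TNF was well above background on 1 of 3 exposed arrays and was not tested.

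The paper names TREM1 signaling among pathways altered at both times, and TREM1 itself was not tested at 72 h, being well above background on 1 of 3 exposed and 2 of 3 control arrays. The paper describes a modulation of coagulation genes that is conserved with dose and time, and 12 of 15 had the same direction in all 4 combinations. This count includes the fitted changes of F13B and KLK1 at 24 h, which were near background. THBD, PLAT and PLAUR were not modulated at 72 h, with 0.22, −0.03 and −0.08 at 6.0 μg/cm2, and TFPI changed from 1.09 at 24 h to −0.52 at 72 h at this dose. F10 was not modulated at 72 h, with −0.08 and −0.78. F13B and KLK1, which the paper gives as lower, were not tested at 24 h.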

Other observations

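In this part, the tests of other splits of the arrays for the counts of modulated transcripts, of the array position and the low signal at 1.5 μg/cm2 and of the shared control arrays for the overlaps were set beforehand, and all others were chosen only after the result was seen.

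Other splits of the same arrays showed how far chance can be excluded. At 0.1 μg/cm2 all 35 splits gave at least the 0 transcripts of the real one, which a count of 0 leaves no other way and which tests nothing. At 1.0 μg/cm2 3 of 35, the real one included, gave as many, so that chance cannot be excluded there. Splits of exposed 1 and 2 with control 3 and 4 against the rest gave 536 and 345 transcripts at these doses. For 1.5 μg/cm2 only 1 of 35, the real one, gave as many, which excludes chance if the 4 arrays of a group are independent. The next largest count, 196, came from replicates 1 and 2 of both groups against replicates 3 and 4, a split that follows the scan days. With 3 arrays against 3, 1 of 10 splits, the real one, gave as many transcripts and as many changed coagulation genes at 3.0 μg/cm2 and 6.0 μg/cm2 at 24 h and 72 h. Every other split gave 0 transcripts, but 10 splits alone are too few to exclude chance. In the 50 simulations of unchanged groups, at most 3 transcripts were modulated at 24 h and 9 at 72 h. The simulations drew every probe independently, which leaves out deviations that many probes of an array share, as in the split with 536 transcripts. They therefore do not show how far chance could account for the 636 to 3740 modulated transcripts. For the coagulation genes, the splits do not exclude chance.

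Arrays of the groups of 4 at 0.1 and 1.0 μg/cm2 deviated from their group mean in pairs, replicates 1 and 2 against 3 and 4, as did the exposed arrays at 1.5 μg/cm2, while the deviations of control replicates 1 and 2 at 1.5 μg/cm2 had a correlation of −0.56. The slide as the origin is excluded, since arrays of a group that share a slide and lie in different pairs had correlations of at most −0.693. The scan day is excluded at 0.1 and 1.0 μg/cm2, where all arrays were scanned on 1 day and the correlation within a pair was at least 0.407. The overall brightness stays open, since the brighter pairs of the groups deviated alike with a correlation as low as 0.107. That each pair may be 1 culture or RNA sample hybridised on 2 arrays is a candidate explanation, with a correlation within pairs of 0.872 at 0.1 μg/cm2, and the labels do not settle it. No biological explanation was tested.

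For the transcripts modulated at 1.5 μg/cm2, the tables argue against several technical explanations as the whole cause. The same probes differed by a median of −0.026 between position 4 and the other positions on slides at other doses, inside the −0.041 to −0.014 of matched random lists. There position 4 held replicate 4 of each group, and only the controls had their other arrays at position 1. This argues against a rise at position 4 common to all slides. On the slides at 1.5 μg/cm2 position and exposure cannot be told apart. The brightness of the arrays, through the trend of each probe with the raw 75th percentile among the control arrays, predicted a rise of 1.5-fold for at most 39 of the 21028 tested probes, with each control array left out in turn, against the 508 that rose. With the slide as a block, and each slide scanned on 1 day, 548 transcripts were modulated, which argues against the scan day. Genomic DNA in the exposed samples stays open: it would raise dim probes, and the median of −0.474 of the 10608 probes not well above background on any control array lies inside the −0.74 to 0.74 of other splits of the arrays. Low signal stays open as well, since 65.9% of these probes were well above background on every array, against 87.2% of the others. Of biological explanations, a change of all transcripts of each gene is not borne out as the whole cause by its other probes, of which 13.1% were modulated the same way (3.28% over the arrays matched to Table S1), although 73.2% changed in the same direction, with a median of 0.17. For the rising probes as a set, the values at 24 h argue against a response that grows with the dose as the whole cause. For single probes and at 72 h it stays open, and the doses were hybridised in separate sets. At 1.5 μg/cm2, where they were chosen, the rising probes had a median of 0.87 on the first scan day and 0.982 on the second. The rising probes had medians of 0.08 at 3.0 μg/cm2 and −0.086 at 6.0 μg/cm2 at 24 h and of 0.25 at 6.0 μg/cm2 at 72 h, where 113 of the modulated probes were modulated as well, 84 of them in the same direction. The corresponding numbers were 31 and 11 at 6.0 μg/cm2 and 5 and 4 at 3.0 μg/cm2 at 24 h, and 19 and 8 at 3.0 μg/cm2 at 72 h. A response limited to 1.5 μg/cm2 or to some transcripts of each gene was not tested.

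In simulations that drew every probe independently, the shared controls did not account for the overlap between doses. Unchanged groups simulated against them gave an overlap of at most 40.9% at 24 h and 46.0% at 72 h. For the 991 transcripts modulated at 6.0 μg/cm2 at both times, 922 changed in the same direction, which argues against the scan day as their origin.

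The fall of the NRF2 target list at the higher doses lay at or under the 0 percentile of random lists matched on signal, held at 72 h against other controls (median −0.206 at 6.0 μg/cm2), and stayed at −0.187 or lower under quantile normalization and normexp. These tests argue against signal level, shared controls and scaling, and a biological fall of these genes is a hypothesis. The random lists leave out the correlation between genes. With that correlation estimated from the arrays, camera did not call the fall at either dose or time (limma's camera, adjusted p from 0.051 to 0.164). The coagulation list lay at the 0 percentile of matched random lists as well, but 17 of its 35 genes are named by the study from the same arrays, so that this does not exclude the signal level. A fall of genes of proteins that hepatocytes secrete, whatever their function, is a candidate explanation for its fall, since the list of other such genes had a median of −1.618 at 6.0 μg/cm2 at 72 h (−1.36 over those that the study does not name). For the further fall at 72 h, the scan day stays open, since the part of it that was larger at 6.0 μg/cm2 than at 3.0 μg/cm2 (median −0.37) was tested on a list that holds those named genes.

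Beyond the values at the claims, HSPA6 rose by 2.56 at 3.0 μg/cm2 and 4.64 at 6.0 μg/cm2 at 24 h, with 2 of 3 control arrays well above background. CCL5 was at least 2.97-fold higher at 3.0 μg/cm2 and at least 4.13-fold higher at 6.0 μg/cm2 at 72 h.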
